# The Housekeeping Gene Hypoxanthine Guanine Phosphoribosyltransferase (HPRT) Regulates Multiple Developmental and Metabolic Pathways of Murine Embryonic Stem Cell Neuronal Differentiation

**DOI:** 10.1371/journal.pone.0074967

**Published:** 2013-10-09

**Authors:** Tae Hyuk Kang, Yongjin Park, Joel S. Bader, Theodore Friedmann

## Abstract

The mechanisms by which mutations of the purinergic housekeeping gene hypoxanthine guanine phosphoribosyltransferase (HPRT) cause the severe neurodevelopmental Lesch Nyhan Disease (LND) are poorly understood. The best recognized neural consequences of HPRT deficiency are defective basal ganglia expression of the neurotransmitter dopamine (DA) and aberrant DA neuronal function. We have reported that HPRT deficiency leads to dysregulated expression of multiple DA-related developmental functions and cellular signaling defects in a variety of HPRT-deficient cells, including human induced pluripotent stem (iPS) cells. We now describe results of gene expression studies during neuronal differentiation of HPRT-deficient murine ESD3 embryonic stem cells and report that HPRT knockdown causes a marked switch from neuronal to glial gene expression and dysregulates expression of Sox2 and its regulator, genes vital for stem cell pluripotency and for the neuronal/glial cell fate decision. In addition, HPRT deficiency dysregulates many cellular functions controlling cell cycle and proliferation mechanisms, RNA metabolism, DNA replication and repair, replication stress, lysosome function, membrane trafficking, signaling pathway for platelet activation (SPPA) multiple neurotransmission systems and sphingolipid, sulfur and glycan metabolism. We propose that the neural aberrations of HPRT deficiency result from combinatorial effects of these multi-system metabolic errors. Since some of these aberrations are also found in forms of Alzheimer's and Huntington's disease, we predict that some of these systems defects play similar neuropathogenic roles in diverse neurodevelopmental and neurodegenerative diseases in common and may therefore provide new experimental opportunities for clarifying pathogenesis and for devising new potential therapeutic targets in developmental and genetic disease.

## Introduction

Lesch-Nyhan Disease (LND) is a monogenic neurodevelopmental disease caused by mutations in the X-linked gene encoding the purine salvage biosynthetic enzyme hypoxanthine-guanine phosphoribosyltransferase (HPRT) [1]. The clinical disorder is characterized by dystonia, choreoathetosis, cognitive deficits and self-injurious behavior, the hallmark feature of LND. The most prominent and well-recognized neurophysiological consequence of HPRT deficiency in the human central nervous system is dysfunction of basal ganglia dopaminergic (DA) neurons and defective development of DA signaling pathways [2]–[5] that in turn are thought at least partially to cause the aberrant neurological phenotype. The mechanisms connecting the defective purine pathways with neurological defects are not well understood, although most current models of LND pathogenesis assume that aberrant purine metabolism is the proximate cause of the neurological dysfunction through a direct effect of aberrant purine levels on early neural development or on neural function.

Recent studies in our laboratories have identified molecular neural dysregulatory mechanisms associated with HPRT deficiency that are likely to underlie defective neural development and aberrant function of dopaminergic and possibly other classes of neural cells. These findings point to a complex set of dysregulated functions and pathways that constitute a multi-systems set of pathogenic mechanisms responsible for this monogenic disease. Most relevant have been demonstrations of aberrant expression of key neuronal transcription factors, microRNA expression and defects in purinergic and other cellular signaling functions in a variety of mouse and human cell culture systems including human iPS cells. These defects have included aberrant canonical Wnt/b-catenin signaling and defective presenilin-1 expression [6], dysregulated expression of purinergic receptors with resulting aberrant expression of phospho-CREB and phospho-ERK signaling [7] and aberrant expression of microRNA expression [8]. These results have led to the surprising conclusion that the housekeeping HPRT gene serves not only to drive classical metabolic pathways, but also to regulate multiple key neurodevelopmental functions, a previously unrecognized role of a metabolic housekeeping gene. Still largely unstudied is the possibility that the HPRT protein carries out other purine-unrelated pleiotropic effects in other systems.

In the present study, we have taken advantage of a highly-efficient established protocol for dopaminergic neuronal differentiation of embryonic stem cells [9] and global transcriptome characterization via microarray and RNA-Seq methods to identify transcriptional aberrations in HPRT-knockdown murine ESD3 embryonic stem cells during neuronal differentiation in vitro. We have demonstrated that although wild type (WT) and HPRT-deficient murine ESD3 embryonic stem cells generate dopaminergic neuronal cells with approximately equal efficiency, HPRT-deficient cells show markedly aberrant patterns of expression of genes associated with dopaminergic neurogenesis and function. We performed microarray-based transcriptome analysis of cells at the pre-differentiation embryonic stem cell stage, at the partially differentiated SNM (spherical neural mass) stage [9] and at the fully differentiated neuronal stage. We also used RNA-Seq analysis for a detailed temporal characterization of the transcriptomes of WT and HPRT-knockdown ESD3 cells during the 14-day differentiation of SNM cells to fully differentiated neurons. Through these studies, we have discovered that HPRT deficiency causes aberrant regulation of multiple genetic and metabolic pathways including those that affect stem cell pluripotency and that drive cells in differentiation directions that involve a cell developmental fate choice to develop along neuronal or glial pathways. In addition, we have found multiple additional defects in HPRT-deficient cells, including aberrations related to cell cycle and proliferation mechanisms, RNA metabolism, DNA replication and repair, replication stress, lysosome function, membrane trafficking, signaling pathway for platelet activation (SPPA) multiple neurotransmission systems and sphingolipid, sulfur and glycan metabolism. We therefore hypothesize that the human HPRT-deficiency phenotype may constitute a “systems” disorder that produces broad and powerful dysregulation of many aspects of neurodevelopment by mechanisms possibly stemming from dysregulated pluripotency or inappropriate stem cell entry into aberrant differentiation pathways. If correct, such broad developmental mechanisms represent unexpected functions for a metabolic housekeeping gene.

## Results

### Preparation of control and HPRT knockdown ESD3 cells

The HPRT mRNA level in HPRT knockdown cells was down-regulated by approximately 98% compared with WT cells (Figure 1A) and HPRT protein expression was markedly reduced in HPRT knockdown cells (Figure 1B). The enzymatic activity of HPRT was also significantly reduced by a comparable amount in HPRT knockdown cells as measured by a Western blotting assay (Figure 1C). Wild type cells continued to express HPRT at high levels throughout the differentiation process, although the level of expression at the SNM and neuronal stages was somewhat reduced compared with the ES stage. The knockdown cells, as expected, showed very low expression throughout differentiation. (data not shown).

**Figure 1:**
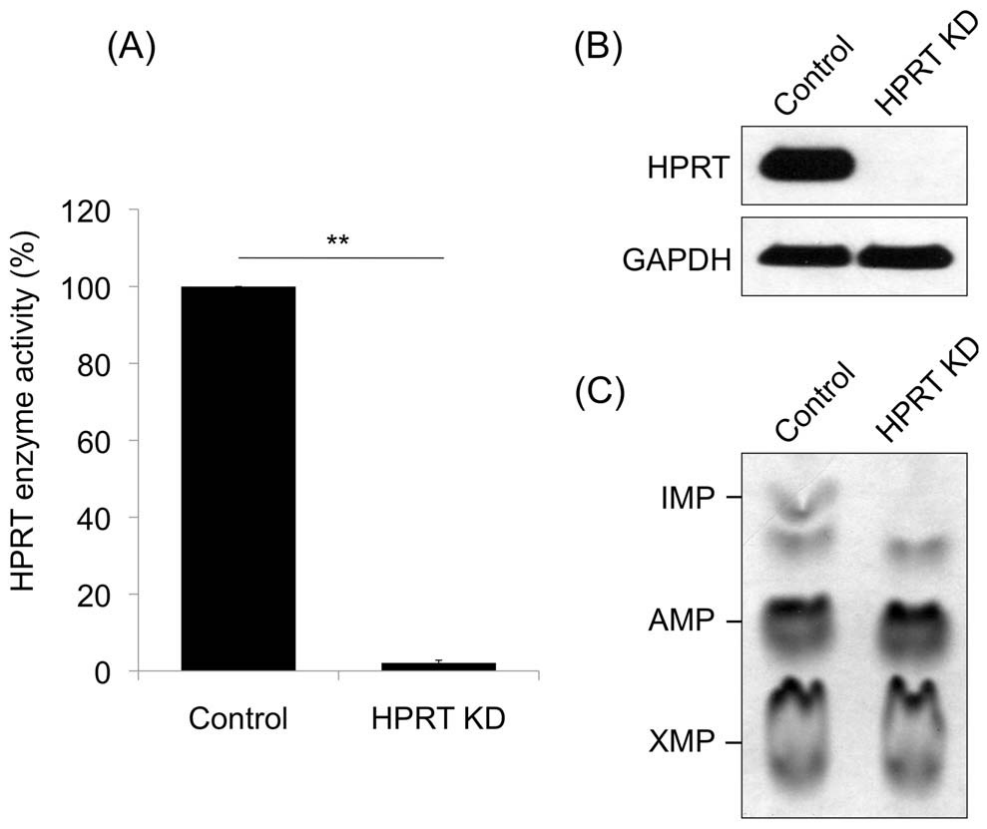
HPRT knockdown in murine ESD3 cells. (A) Reduction of HPRT mRNA expression as assayed by qPCR; (B) reduction of immunoreactive HPRT protein as determined by Western blot analysis; (C) reduction of HPRT enzymatic activity as measured by absent detectable IMP production as detected by autoradiography of a thin layer chromatography of cell lysate (6).

### Neuronal differentiation

WT and HPRT knockdown ESD3 cells both undergo similarly efficient degrees of differentiation to the DA neuronal phenotype, as described previously [9]. Fig. 2 illustrates typical neuronal morphology of a sparse field of cells differentiated from SNM derived from WT and HPRT-knockdown ESD3 cells following the full 14-day differentiation process. The WT and knockdown cells produced cells with similar typical neuronal morphology.

**Figure 2:**
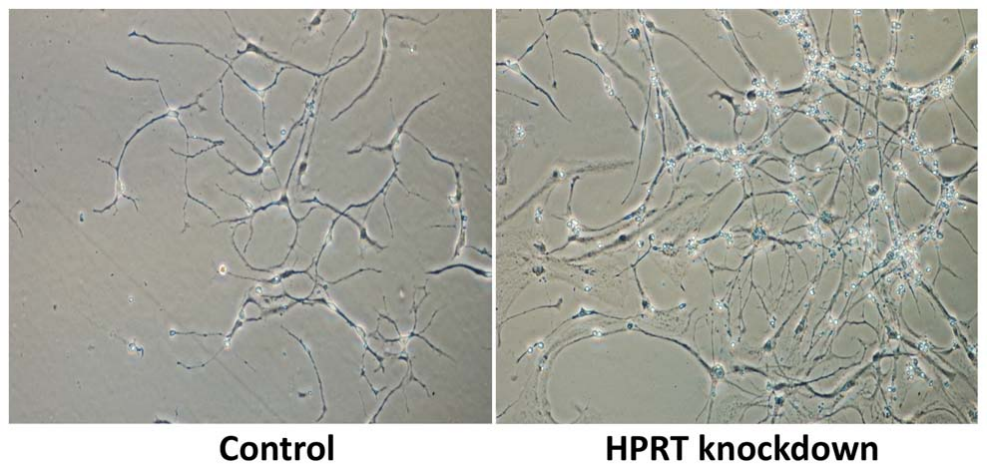
Neuron-like cells generated from WT control and HPRT-knockdown ESD3 cells.

For further evaluation of the molecular events accompanying neuronal differentiation, we analyzed mRNA expression levels of pluripotency and neuronal markers by qPCR through the differentiation process at the embryonic, spherical neural mass (SNM) and fully differentiated neuronal stages. As expected, the pluripotency markers OCT-4 and Nanog became significantly down-regulated in both WT and knockdown cells as they differentiated from the embryonic stage through the SNM stage to the fully differentiated neuronal stage (Figure 3A and B). However, while WT cells also showed efficient down-regulation of the pluripotency and neuronal/glial developmental marker Sox2 during differentiation, expression of Sox2 not only failed to down-regulate in HPRT-knockdown cells but instead was up-regulated at the SNM stage and even further markedly up-regulated at the neuronal stage (Figure 3C). As expected, the neuronal marker β-III tubulin showed marked up-regulation in WT cells, particularly in the differentiation step from SNM to the neuronal phenotype. However, the HPRT-knockdown cells failed completely to up-regulate β-III tubulin expression at either the SNM or DA neuronal stage (Figure 3D) as did the WT cells. In contrast, the neuronal marker directly relevant to the dopaminergic system; i.e., dopamine transporter (DAT), showed modest up-regulation in WT cells at the neuronal stage (Figure 3E) while the HPRT-knockdown cells showed an earlier and much more robust up-regulation at the fully differentiated neuronal stage (Figure 3E). Interestingly, regulation of TH was not as clearly or consistently affected by HPRT deficiency. The results for TH transcription were inconsistent and un-interpretable. Briefly, both the wild type and knockdown cells demonstrate alternating levels of increased and decreased expression during the differentiation process (data not shown). We therefore have not yet been able to identify a reproducible regulatory role of HPRT in expression of TH.

**Figure 3:**
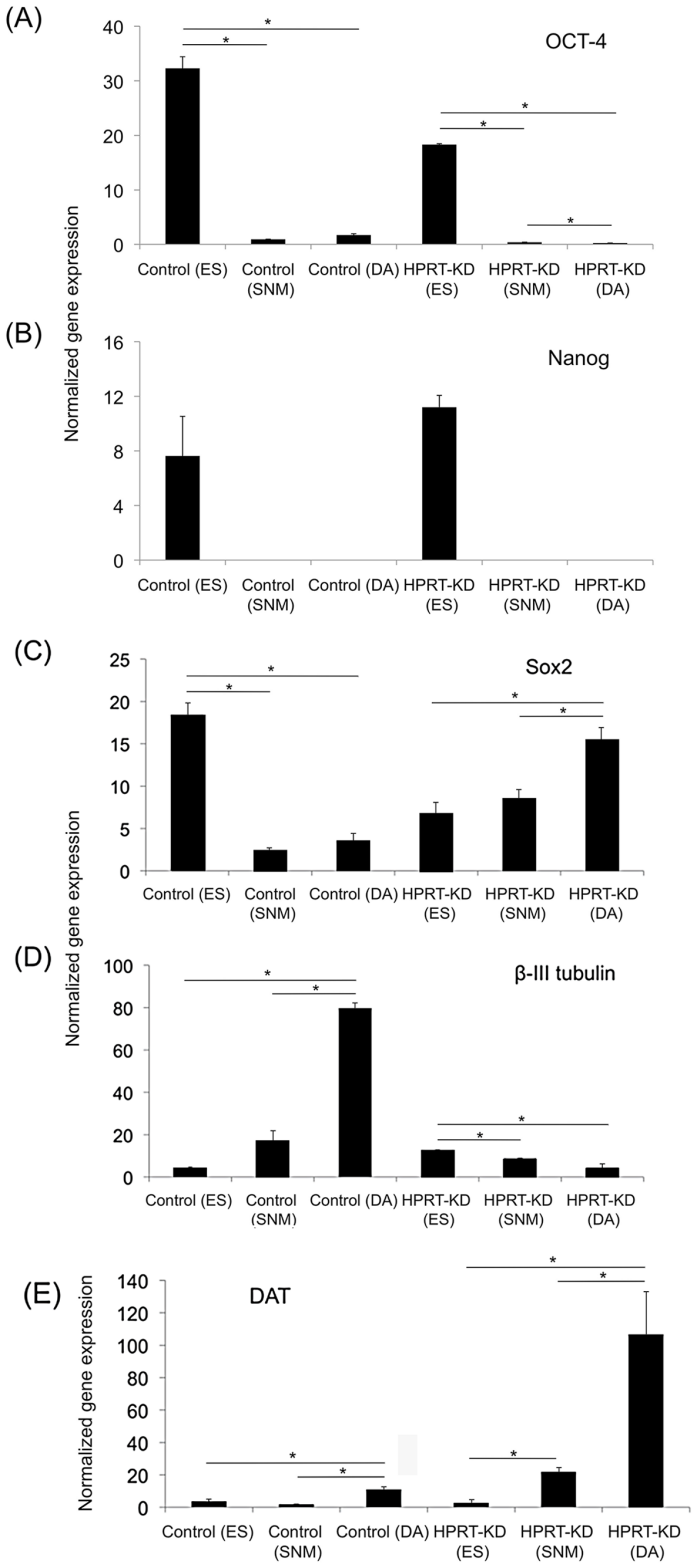
Regulation of pluripotency markers at the embryonic stem cell, SNM and neuronal (DA) stages of neuronal differentiation of WT control and HPRT-knockdown ESD3 cells, as measured by qPCR analysis. (A) Expression of Oct-4, showing expected down regulation; (B) expression of Nanog during differentiation; (C) expression of Sox2 during differentiation. Control cells show the expected down regulation at the SNM and DA stages but HPRT-knockdown cells show up-regulated expression during both SNM and DA stages of differentiation; (D) expression of the neuronal marker β-III tubulin showing the expected up-regulation in control cells, but reduced expression during differentiation of HPRT knockdown cells; (E) up-regulation of the dopaminergic neuronal marker DAT in control cells and HPRT-knockdown cells.

To determine the efficiency of DA neurogenesis in WT and HPRT-knockdown cells, we used immunocytochemical methods to examine the fully differentiated neuron-like cells for expression of the DA neuronal markers β-III tubulin and the DA neuronal marker tyrosine hydroxylase (TH). Both markers were found to be readily expressed equally well in the WT and HPRT-knockdown cells at the final stage of differentiation (Fig. 4a, b, d, e). Merged images of TH-positive and β-III tubulin-positive cells demonstrated that a high percentage of cells derived from either the WT or the HPRT-knockdown cells co-express the two neuronal markers with approximately equal efficiency (Fig. 4c, f). Furthermore, FACS analysis with TH-specific antibody demonstrated that the efficiency of differentiation to the TH-positive phenotype was similar in the two cell types (∼97% and ∼99% of WT and HPRT knockdown cells, {Figure 5A and 5B, respectively}). The similarly efficient generation of TH and β-III tubulin-positive DA neuron-like cells from WT and HPRT-knockdown ESD3 cells is consistent with the fact that human LND brain and brains of HPRT-knockout mice display essentially normal cyto-architecture and contain largely normal numbers and normal distribution of TH-positive neurons [10]–[12]. These morphological studies do not test whether neurons generated from HPRT-deficient embryonic stem cells are functionally normal and display abnormal cellular migration or cell-interaction properties *in vivo* or are subject to the same normal cell death mechanisms during CNS development as cells derived from WT HPRT+ stem cells.

**Figure 4:**
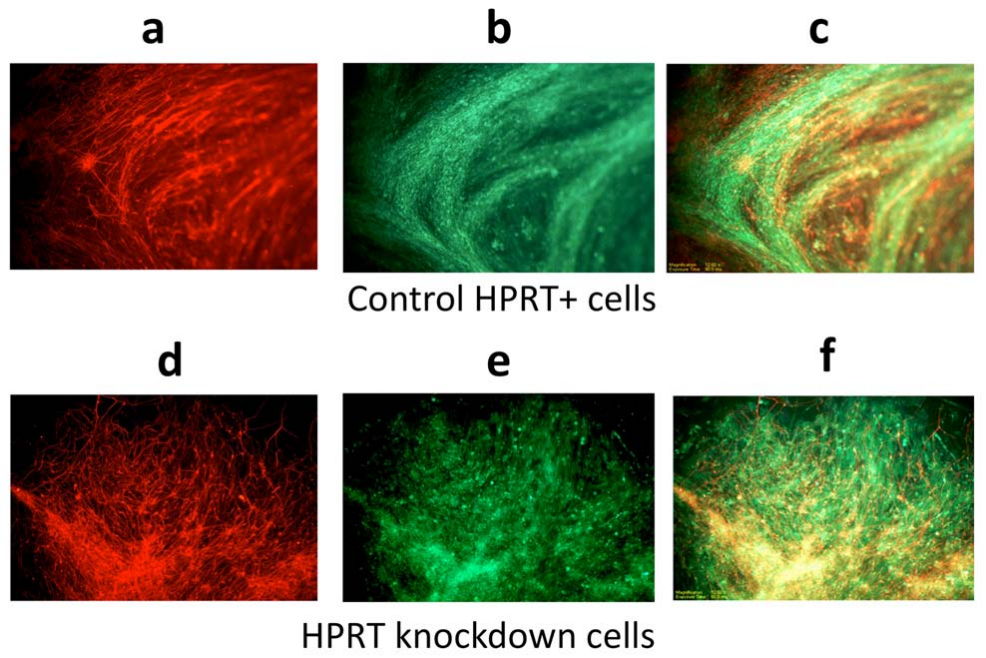
Immunohistochemical detection of the neuronal marker β-III tubulin and tyrosine hydroxylase (TH) in ESD3 cells at the final 14-day neuronal stage of SNM differentiation. (A) β-III tubulin in WT control cells; (B) TH expression in control WT cells; (C) merged β-III tubulin and TH expression in WT control cells; (D) β-III tubulin in HPRT-knockdown cells; (E) TH in HPRT-knockdown cells, and (F) merged β-III tubulin and TH expression in HPRT-knockdown cells.

**Figure 5:**
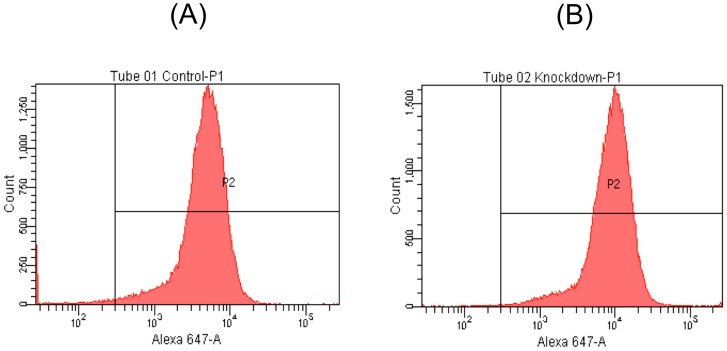
FACS analysis of control WT (A) and HPRT-knockdown (B) cells expressing TH. The cell types demonstrate indistinguishable high percentages of TH-positive cells.

### Transcriptional aberrations

We characterized the transcriptomes of differentiating WT and knockdown cells by both microarray analysis and by RNA-Seq analysis. Microarray analysis of the parent WT and HPRT-knockdown cells was limited to the undifferentiated ES stage, the SNM stage and the final fully differentiated neuronal stage. 

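For the microarray analysis, RNA of WT control and HPRT-knockdown ESD3 cells at the ES stage, the SNM stage and the final neuronal stage (day 14 of SNM differentiation) was hybridised to 18 Illumina MouseWG-6 v2 arrays, 3 for each of the 6 conditions. The control cells carried a lentiviral shRNA against luciferase and the knockdown cells a lentiviral shRNA against HPRT. The 3 arrays of a condition were hybridised with RNA from 1 pool of replicate cultures. Every SD and every test between conditions therefore covers the error of the array measurement and not the spread between cultures, and 3 arrays limit the precision of each mean. The authors deposited the average bead signal of 45281 probes on each array, with no background subtracted and no scaling between arrays. Each signal comes with a detection p-value, the share of the array's negative-control beads brighter than the probe. At a detection p-value under 0.05, each array detected between 18827 and 22202 probes. The median number detected per array was 19853 in control and 19102 in HPRT-knockdown cells at the ES stage, 21339 and 22129 at the SNM stage, and 21630 and 21228 at the neuronal stage. The signals were corrected for the background estimated from the detection p-values, quantile-normalized and placed on the log2 scale with an offset of 16 (neqc of limma). Across probes, which are not independent replicates, the correlation of log2 signals between arrays of one condition lay between 0.989 and 0.996. Between knockdown and control arrays it lay between 0.990 and 0.993 at the ES stage, 0.960 and 0.970 at the SNM stage, and 0.925 and 0.932 at the neuronal stage. The median SD of a probe over the 3 arrays of a condition was between 0.0979 and 0.12 on the log2 scale. A single limma model was fitted to all 18 arrays. A probe was called differentially expressed when its change was at least 1.5-fold at a Benjamini-Hochberg adjusted p-value under 0.05 and the probe was detected on all 3 arrays of at least 1 of the compared conditions. An exact two-sided permutation test of 3 arrays against 3 cannot give a p-value below 0.1, so adjusted p-values from limma are given.

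The array carries 3 probes for the HPRT gene on the X chromosome, listed as Hprt1 (NCBI gene 15452). For the brightest of them, the log2 signal at the ES stage was 12.04 ± 0.03 (SD, n = 3 arrays of one RNA pool) in control cells and 7.95 ± 0.19 in HPRT-knockdown cells. The log2 fold change was -4.09 (standard error 0.08, adjusted p = 7.15e-15 from limma), so that the signal was 94.1% lower in the knockdown cells. At the SNM stage the signal was 11.20 ± 0.06 in control and 9.44 ± 0.09 in knockdown cells, 70.5% lower (log2 fold change -1.76, adjusted p = 3.86e-11 from limma). In cells of the neuronal stage it was 11.05 ± 0.03 and 6.60 ± 0.04, 95.4% lower (log2 fold change -4.45, adjusted p = 9.64e-17 from limma). At each stage the signals on all 3 knockdown arrays lay below those on all 3 control arrays.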

To define the more detailed temporal gene regulatory changes induced by HPRT deficiency, we also performed RNA-Seq transcriptional analysis on days 0, 1, 2, 3, 4, 6, 8, 10, 12 and 14 of differentiation of SNM cells. Data derived from the microarray and the RNA-Seq experiments were analyzed by GeneSpring GX and Avadis NGS, respectively, and additional signaling pathway analyses were carried out using the Panther classification system.

The total number of genes differentially expressed at the 1.5X-fold level and their direction of change are summarized in Table 1. 

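Between HPRT-knockdown and WT control cells at the undifferentiated ES stage, 18411 probes were tested and 310 were called differentially expressed, 1.68% of those tested. The signal was higher in the knockdown cells for 95 probes (89 gene symbols) and lower for 215 probes (191 gene symbols). Their median change in either direction was 0.69 on the log2 scale. At an unadjusted p-value under 0.05, 4761 probes differed, with no minimum fold change. For 307 of the 310 probes, the 3 knockdown arrays did not overlap the 3 control arrays. Chance alone gives this for 10% of unselected probes, a share that does not apply to called probes, which were selected for their difference. The alternative that moved these counts most was a minimum change of 2-fold, which left 6 probes higher and 19 lower. After Hprt1, the largest falls in knockdown cells were those of Ctsj, Prl2a1, Gkn1 and A230057G18Rik. The log2 signal of Ctsj, a cathepsin gene on chromosome 13, was 7.16 ± 0.08 (SD, n = 3 arrays of one RNA pool) in control and 5.64 ± 0.21 in knockdown ES cells (log2 fold change -1.52, adjusted p = 1.09e-07 from limma). Prl2a1 was at least 2.39-fold lower, since it was not detected on all 3 knockdown arrays, and Gkn1 and A230057G18Rik had log2 fold changes of -1.42 and -1.26. Prl2a1 was not called when the signals were left unscaled. The largest rises were those of G630097J24Rik, Dleu2, Cyp2b23, Cyp4f14 and Slc30a2. G630097J24Rik rose from 7.44 ± 0.07 to 8.93 ± 0.04 (log2 fold change 1.49, adjusted p = 9.43e-08 from limma). Dleu2 was at least 1.82-fold higher, and the log2 fold changes of Cyp2b23, Cyp4f14 and Slc30a2 were 1.03, 1.02 and 0.98. Under each of the 3 normalizations without background correction, Dleu2 and Cyp4f14 were not called.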

At the ES stage, 73 genes are dysregulated in knockdown ESD3 cells compared with WT cells, 13 of which are up- and 60 down-regulated. As the cells progress through the intermediate SNM stage of differentiation and then to the final neuronal stage, the knockdown cells demonstrate greater numbers of down-regulated (710) and up-regulated (1,318) genes at the SNM stage compared with the ES stage and 1,653 down-regulated and 1,485 up-regulated genes at the neuronal stage compared with WT cells.

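Of 20765 probes tested at the SNM stage, 2278 were higher in HPRT-knockdown cells (1861 gene symbols) and 1849 were lower (1456 gene symbols), together 19.9% of the probes tested. Of the probes tested at the neuronal stage, 2908 of 20893 were higher (2267 gene symbols) and 2824 were lower (2236 gene symbols), together 27.4%. For 3 gene symbols at the SNM stage and 20 at the neuronal stage, separate probes were called in opposite directions. The arrays of the 2 cell types did not overlap for 4083 of the 4127 probes called at the SNM stage. At the neuronal stage this held for 5678 of the 5732 called probes. The chance share of 10% does not apply to these selected probes either. The median change of the called probes was 0.81 on the log2 scale at the SNM stage and 0.95 at the neuronal stage. Between the ES and SNM stages, 13 probes were higher in knockdown cells at both, 13 were lower at both, 6 went from higher to lower, and 61 went from lower to higher. Between the SNM and neuronal stages, 694 probes were higher at both, 597 were lower at both, 451 went from higher to lower, and 172 went from lower to higher. The difference of the knockdown effect between stages was tested in the same limma model. Between the ES and SNM stages the effect rose for 2595 and fell for 2126 of 22125 probes, and between the ES and neuronal stages it rose for 3068 and fell for 2933 of 22480.

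The largest rises in knockdown cells at the SNM stage were those of Nkx2-1, Ptgs1, Shh, Car3 and E030019B13Rik. Nkx2-1, on chromosome 12, was not detected on all control SNM arrays and was at least 61.2-fold higher in knockdown cells (adjusted p = 2.54e-19 from limma). Shh, on chromosome 5, had a log2 signal of 5.65 ± 0.16 (SD, n = 3 arrays of one RNA pool) in control and 10.80 ± 0.19 in knockdown SNM cells, a log2 fold change of 5.15. The log2 fold changes of Ptgs1 and Car3 were 5.33 and 4.99, and E030019B13Rik was at least 18.1-fold higher. The largest falls at this stage included En2, on chromosome 5, which was 10.34 ± 0.03 in control and 7.54 ± 0.08 in knockdown SNM cells (log2 fold change -2.80, adjusted p = 1.03e-14 from limma). The other falls were those of LOC100040479 (log2 fold change -3.08), LOC641366 (at least 5.95-fold lower), LOC100044289 (log2 fold change -2.73) and LOC674912 (at least 5.27-fold lower). The largest rises at the neuronal stage were those of Opalin, Mag, Enpp6, Mbp and Gpr17, the last 4 of which are on the list of oligodendrocyte and myelin genes. Opalin was at least 139-fold higher in knockdown cells, and the log2 fold changes of Mag, Enpp6 and Gpr17 were 6.57, 6.46 and 5.89. The largest falls at the neuronal stage were those of scl000959.1_2, Tnnc2, Myh3, Myh8 and Acta1, of which the last 4 are genes of skeletal muscle. Acta1 was 14.39 ± 0.04 in control and 6.36 ± 0.55 in knockdown cells (log2 fold change -8.03, adjusted p = 1.35e-15 from limma). Tnnc2 was at least 346-fold, Myh3 at least 273-fold and scl000959.1_2 at least 384-fold lower, and Myh8 had a log2 fold change of -8.12.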

**Table 1:** Number of genes found by microarray analysis to be differentially expressed in HPRT-knockdown ESD3 cells at the ES, SNM, and DA neuronal stages of differentiation.

Stage	Up	Down	Total
ES	13	60	73
SNM	1,318	710	2,028
DA	1,485	1,653	3,138

The up- and down-regulations are based on the HPRT knockdown condition.

We subjected the WT and HPRT-knockdown cell transcriptome databases to gene ontology (GO) analysis during the differentiation period from the embryonic stem cell stage to the DA neuronal stage. GO analysis of microarray data using GeneSpring GX revealed surprisingly that HPRT deficiency markedly perturbs a neuronal/glial cell fate decision that may have relevance to the neural defects in LND. Tables 2 and 3 demonstrate the evolution of expression of genes included in the Nervous System GO term during neuronal differentiation. Table 2 presents the GO terms that are differentially expressed (≥1.5 fold change) in SNM from WT and HPRT-knockdown ESD3 cells. At the SNM stage of differentiation, WT and HPRT-knockdown cells show virtually identical patterns of up-regulation of neural functions and CNS development GO terms. However, at the neuronal stage of differentiation, HPRT-knockdown cells demonstrate a striking down-regulation of virtually all of the terms related to neuronal functions in HPRT-knockdown cells compared with WT cells and a concomitant up-regulation of glial and myelination terms related to gliogenesis, myelination and ensheathment (Table 3).

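From the ES to the SNM stage, 4916 probes rose and 5251 fell in WT control cells, and 5663 rose and 6629 fell in HPRT-knockdown cells. The same 4132 probes rose and the same 4396 fell in both cell types, while 6 rose in control and fell in knockdown cells, and 33 fell in control and rose in knockdown cells. Across probes, the correlation of the log2 changes in control and knockdown cells was 0.897. Over all probes tested, the median log2 change was -0.08 in control and -0.11 in knockdown cells. The gene ontology terms of the paper were not analysed here. Gene lists for neural cell types and functions were used in their place, each with the median log2 fold change of its genes and the percentile of that median among 10000 random lists of similar signal. In control cells, the median change from the ES to the SNM stage was 1.90 for the neuron list, 0.99 for the list of synaptic and clathrin-coated vesicle genes, 1.76 for the oligodendrocyte and myelin list, and 1.85 for the astrocyte and radial glia list. In knockdown cells the medians were 2.28, 1.56, 1.696 and 2.89. With genes not detected in one condition at their lower bound, the medians of the synaptic, oligodendrocyte and astrocyte lists in knockdown cells became 1.36, 1.36 and 2.74, and that of the astrocyte list in control cells 1.64. Each of the medians without such bounds lay at percentile 100, and no percentile was taken for the medians with bounds.

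Within the SNM stage, the neuron list had a median log2 fold change of 0.53 between knockdown and control cells (SD over arrays 0.06, percentile 100), with 11 of 26 genes called higher and 3 lower, and 12 and 3 when adjusted over the list alone. The synaptic list had a median of 0.55 (SD 0.12, 0.42 with genes below background at their bound), with 14 of 32 genes higher and 1 lower, and 15 and 1 when adjusted over the list alone. The alternatives that moved these medians most were quantile normalization without background correction for the neuron list (median 0.31) and no detection filter for the members of the synaptic list (median 0.25). The astrocyte and radial glia list had a median of 1.03 (SD 0.10, percentile 100), with 22 of 34 genes called higher. The oligodendrocyte and myelin list had a median of -0.30 (SD 0.14, percentile 0.115), with 5 of 29 genes called higher and 13 lower. For the latter lists the counts were the same when adjusted over the list alone. The synaptic vesicle gene Syp, on the X chromosome, had a log2 signal of 8.29 ± 0.16 (SD, n = 3 arrays of one RNA pool) in control and 9.74 ± 0.15 in knockdown SNM cells (log2 fold change 1.45, adjusted p = 4.2e-07 from limma). The astrocyte gene Gfap was 9.35 ± 0.10 and 11.10 ± 0.17 (log2 fold change 1.75, adjusted p = 3.98e-10 from limma). The neuronal gene Stmn2 differed by 0.02 on the log2 scale (adjusted p = 0.751 from limma). Mbp, on chromosome 18, was 11.84 ± 0.04 in control and 9.95 ± 0.08 in knockdown SNM cells (log2 fold change -1.88, adjusted p = 7.58e-09 from limma), and Sox10 had a log2 fold change of -1.75.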

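From the SNM stage to the neuronal stage, 2965 probes rose and 3123 fell in WT control cells, and 2925 rose and 3126 fell in HPRT-knockdown cells. Of these probes, 882 rose and 1319 fell in both cell types, 471 rose in control and fell in knockdown cells, and 207 fell in control and rose in knockdown cells. The correlation of the changes in control and knockdown cells across probes was 0.20 between the SNM and neuronal stages and 0.836 between the ES and neuronal stages. From the ES to the neuronal stage, 5955 probes rose and 7158 fell in control cells, and 6338 rose and 7129 fell in knockdown cells. The difference of the knockdown effect between the SNM and neuronal stages passed the limma test for 6331 of 22160 probes, rising for 3044 and falling for 3287.

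At the neuronal stage, the neuron list had a median log2 fold change of -0.93 between knockdown and control cells (SD over arrays 0.30, percentile 0), with 16 of 26 genes called lower and 1 higher. From the SNM to the neuronal stage its median rose by 0.82 in control cells and fell by 0.63 in knockdown cells. The synaptic list had a median of -0.29 at the neuronal stage (SD 0.24, percentile 0.31), with 10 of 33 genes lower and 6 higher. Its median change from the SNM stage was 0.71 in control cells and -0.07 in knockdown cells. The oligodendrocyte and myelin list had a median of 3.34 at the neuronal stage (SD 0.12, percentile 100, and 3.29 with genes below background at their bound), with 27 of 29 genes called higher. Its median fell by 0.74 from the SNM to the neuronal stage in control cells and rose by 3.20 in knockdown cells. The astrocyte and radial glia list had a median of 0.57 at the neuronal stage (SD 0.16, percentile 100), with 17 of 34 genes higher and 5 lower. For all 4 lists the counts between knockdown and control cells were the same when adjusted over the list alone. In the test of the difference between the SNM and neuronal stages, the effect of knockdown fell for 16 and rose for 1 of the 26 neuron genes, and it rose for 27 and fell for 1 of the 29 oligodendrocyte genes. It fell for 14 and rose for 3 of 33 synaptic genes, and fell for 13 and rose for 5 of 34 astrocyte genes.

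Among single genes, Mbp had a neuronal-stage log2 signal of 8.41 ± 0.09 (SD, n = 3 arrays of one RNA pool) in control and 14.34 ± 0.01 in knockdown cells, a log2 fold change of 5.93 (standard error 0.13, adjusted p = 1.62e-15 from limma). Of its 5 probes, the third brightest changed by 0.37. Sox10 was 7.36 ± 0.11 in control and 13.21 ± 0.06 in knockdown cells. The log2 fold change of Cnp was 4.54, Olig1 rose by 2.09, and Olig2 was at least 3.88-fold higher in knockdown cells (adjusted p = 5.82e-11 from limma). Gfap was 9.77 ± 0.11 in control and 11.38 ± 0.08 in knockdown cells, a log2 fold change of 1.61, which did not differ from that at the SNM stage (difference -0.13, adjusted p = 0.43 from limma). Stmn2, on chromosome 3, was 12.01 ± 0.01 in control and 8.93 ± 0.04 in knockdown cells (log2 fold change -3.08, adjusted p = 2.44e-17 from limma). Syp was 10.04 ± 0.13 and 8.90 ± 0.22, and its knockdown effect fell by 2.58 from the SNM stage (adjusted p = 2.41e-08 from limma). Dcx and Ina had log2 fold changes of -1.97 and -3.57. For Mapt the brightest probe had a log2 fold change of -1.10 at the neuronal stage, while the mean over its probes was 0.20.

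**Figure D1:**
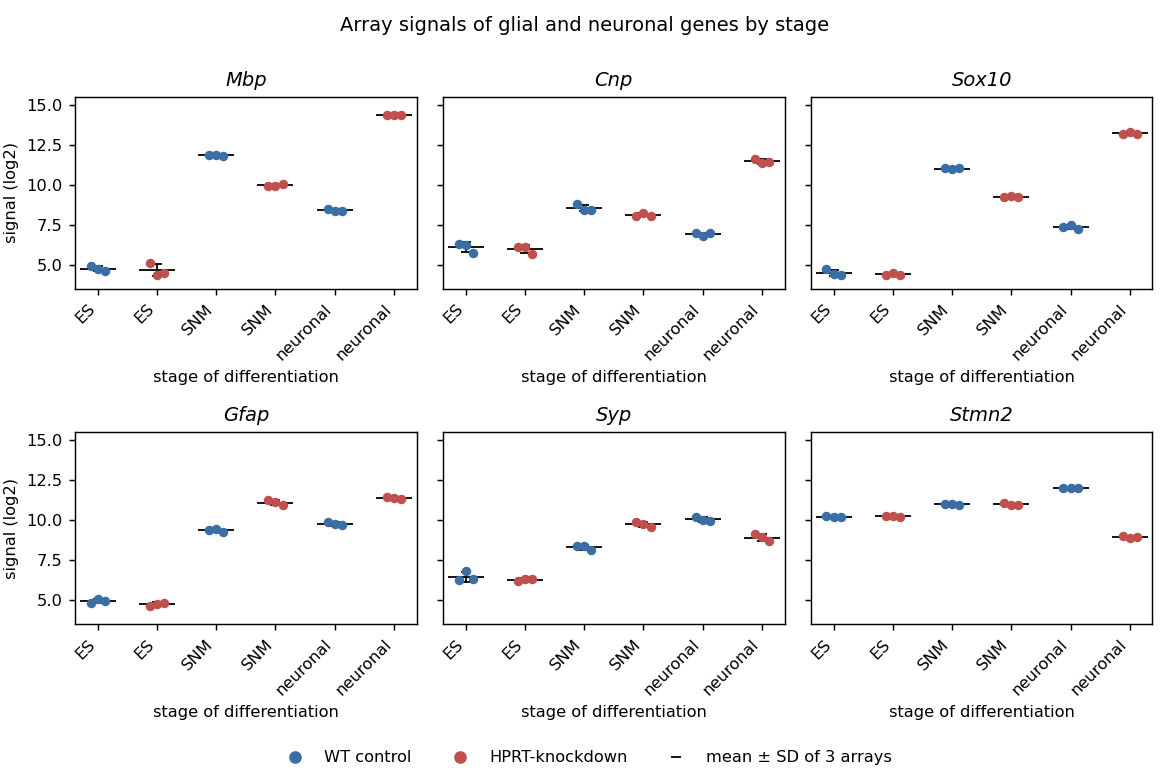
Log2 signals of Mbp, Cnp, Sox10, Gfap, Syp and Stmn2 on each array (points) at the ES, SNM and neuronal stages, with the mean and SD of 3 arrays of one RNA pool, in WT control (blue) and HPRT-knockdown cells (red). Mbp falls from 11.84 at the SNM stage to 8.41 at the neuronal stage in control cells and rises from 9.95 to 14.34 in knockdown cells.

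**Figure D2:**
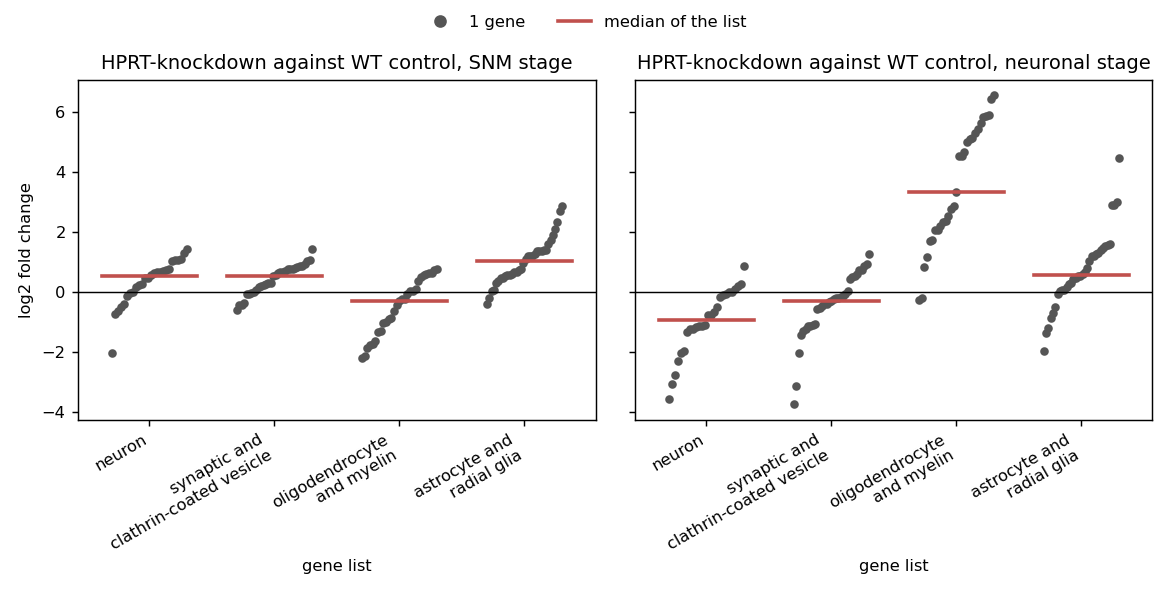
Log2 fold change between HPRT-knockdown and WT control cells of each gene (points) of the neuron, synaptic, oligodendrocyte and astrocyte lists at the SNM and neuronal stages, with the median of each list (red line). The median of the neuron list goes from 0.53 at the SNM stage to -0.93 at the neuronal stage and that of the oligodendrocyte list from -0.30 to 3.34.

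From the down-regulation of terms for neuronal functions together with the up-regulation of glial and myelination terms at the neuronal stage, the paper concludes that HPRT deficiency perturbs a decision between neuronal and glial cell fates.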

**Table 2:** GO functions significantly altered (p≤0.05) in the GO term “nervous system” at the SNM stage of control and HPRT-knockdown cells.

*Up regulation in SNM stage in Control*		
*GO ACCESSION*	*GO Term*	*corrected p-value*
GO:0007399	nervous system development	6.51E-10
GO:0043005	neuron projection	2.18E-06
GO:0048699	generation of neurons	1.33E-05
GO:0022008	neurogenesis	2.16E-05
GO:0031175	neuron projection development	6.22E-05
GO:0048666	neuron development	1.11E-04
GO:0030182	neuron differentiation	1.12E-04
GO:0007409|GO:0007410	axonogenesis	0.00146468
GO:0048812	neuron projection morphogenesis	0.00408663
GO:0048667	cell morphogenesis involved in neuron differentiation	0.00532666
GO:0030424	axon	0.0127463
GO:0045202	synapse	0.02571509

**Table 3:** GO functions significantly altered (p≤0.05) in the GO term “nervous system” at the DA neuronal stage of control and HPRT-knockdown conditions.

*Up regulation in DAstage in Control*		
*GO ACCESSION*	*GO Term*	*corrected p-value*
GO:0030665	clathrin coated vesicle membrane	4.77E-06
GO:0030135|GO:0005909	coated vesicle	7.19E-06
GO:0045202	synapse	9.55E-06
GO:0030136	clathrin-coated vesicle	9.65E-06
GO:0030662	coated vesicle membrane	4.24E-05
GO:0043005	neuron projection	0.001051372
GO:0044456	synapse part	0.001532143
GO:0030672	synaptic vesicle membrane	0.011576067
GO:0008021	synaptic vesicle	0.013373459

For an even more detailed comparison of myelination-related functions in WT and HPRT-knockdown cells at the ES, SNM and neuronal stages, we carried out analyses using GeneSpring GX as presented in Table 4. This analysis identifies no differential gene expression at the ES stage in either WT or HPRT-knockdown ESD3 cells but confirms altered gene expression at the SNM and neuronal stages of differentiation of a number of myelination-related pathways such as those associated with Notch, hedgehog and histone deacetylase (HDAC) pathways. 

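The genes of the Notch, hedgehog and HDAC pathways were read from 3 gene lists, while the pathway terms of the paper were not analysed here. At the ES stage, the median log2 fold change between HPRT-knockdown and WT control cells was 0.07 over 23 Notch pathway genes, 0.04 over 12 hedgehog genes and 0.03 over 15 HDAC genes. Of the Notch genes, Notch4 and Psen2 were called higher at the ES stage, with log2 fold changes of 0.86 and 0.71. Psen2, on chromosome 1, was not called under any of the 3 normalizations without background correction. Limma called no hedgehog or HDAC gene at the ES stage, where 4 hedgehog and 2 HDAC genes had an unadjusted p-value under 0.05. The 27 Notch genes tested at the SNM stage had a median of -0.16, with 3 called higher (Dtx1, Hey1 and Maml2) and 2 lower (Dll3 and Dtx4). Dtx4 was not called with a background offset of 1, and Dll3 was not called under the 3 normalizations without background correction or without knockdown SNM replicate 2 (log2 fold change -0.55). The median of 12 hedgehog genes at the SNM stage was 0.22, with Shh, Ptch1, Cdon, Disp1 and Stk36 called higher and Gli2 and Gli3 lower. Ptch1 had a log2 fold change of 1.23 (adjusted p = 1.06e-10 from limma) and Gli3 one of -0.78. Disp1 was not called with scaling to the 75th percentile, Gli2 was not called with quantile normalization alone or without scaling, and the other probes of Gli2 and Gli3 did not reach 1.5-fold. The HDAC list had a median of -0.05 and a mean of 0.00086 at the SNM stage, with Hdac11 and Sirt3 higher and Hdac7, Sirt1 and Sirt2 lower. Hdac7 was not called without background correction, nor without control SNM replicate 2 (log2 fold change -0.56) or knockdown SNM replicate 3 (-0.54). Of 27 Notch genes at the neuronal stage, 6 were called higher and 3 lower (median 0.05). Hey2 rose by 2.06, Hey1 by 1.64, Dll3 by 1.41 and Notch1 by 0.70, and Hes5 had a log2 fold change of -0.85. The hedgehog list had a median of -0.45 (SD over arrays 0.22, percentile 0.45) at the neuronal stage, with 4 of 13 genes called lower (Cdon, Gli2, Gli3 and Hhip) and 2 higher (Dhh and Shh). Gli3 and Gli2 had log2 fold changes of -2.11 and -1.62 there, and a second probe of Gli2 one of -0.41. Of 16 HDAC genes, Hdac8, Hdac11, Sirt2 and Sirt7 were called higher at the neuronal stage and Hdac7 and Sirt1 lower (median 0.18); a second probe of Hdac8 changed by 0.27. Without background correction, Hhip, Hdac7, Hdac8 and Sirt1 were not called at this stage, and Sirt1 was not called without control replicate 2 (log2 fold change -0.55) or knockdown replicate 3 (-0.58). Sirt2 rose by 3.04, and Hdac2 had a log2 fold change of -0.19 and was not called. Sirt2 thus went from -0.73 at the SNM stage to 3.04, as the median of the oligodendrocyte and myelin list went from -0.30 to 3.34. Whether Sirt2 changed apart from the oligodendrocyte genes was not tested. No probe of the array is listed for Hdac1. For the 3 lists at the 3 stages, the counts were the same when adjusted over the list alone. Between the SNM and neuronal stages the knockdown effect fell for 8 and rose for 2 of the 13 hedgehog genes in the limma test of the difference.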

Western blot analysis of lysates of WT and HPRT-knockdown at the neuronal stage of differentiation provides support for a functional consequence of the up-regulated glia-related gene expression in the HPRT knockdown cells by demonstrating increased levels of the two key myelination functions, MBP and Olig2 in the HPRT-knockdown cells (Fig. 6).

**Figure 6:**
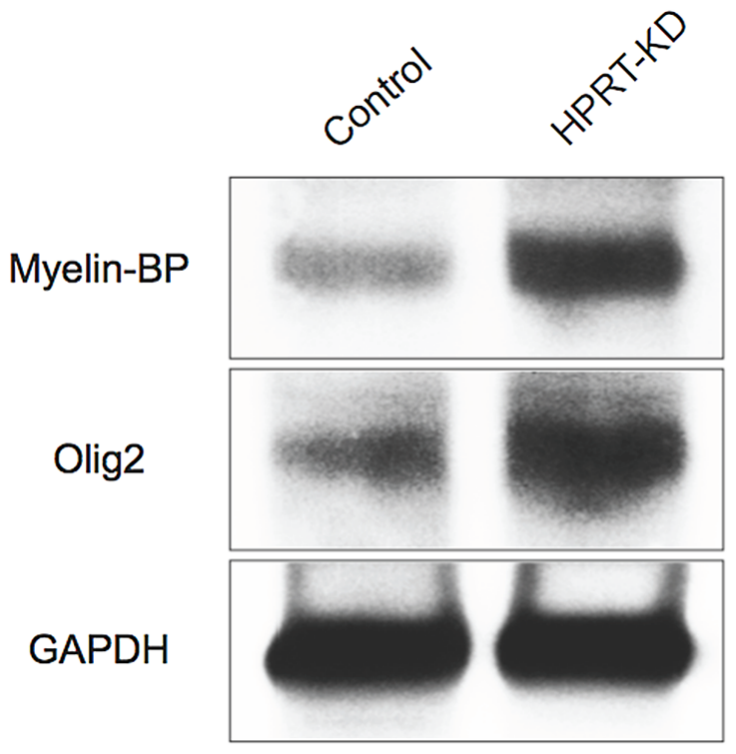
Western blot analysis for glial markers MBP and Olig2 of control WT cells and HPRT-knockdown ESD3 cells at the final neuronal stage of differentiation. Both markers demonstrate a significant increase of expression in the HPRT-knockdown cells.

**Table 4:** Significantly altered (p≤0.05) myelination-related pathways in HPRT knockdown cells.

*In embryonic stage*
*Pathway*	*corrected P-value*
No significant pathway related to myelinating related pathways	

To test the possible relevance of these aberrations to DA neurotransmission functions, GO analyses of the transcriptomes from microarray data were performed using Avadis NGS. These analyses reveal up-regulated expression of multiple DA and catecholaminergic functions at the neuronal stage of differentiation of WT cells but reduced up-regulation in HPRT knockdown cells (Table 5).

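The dopaminergic list holds 28 genes for dopamine synthesis, transport and reception and for the specification of dopaminergic neurons, of which 12 are also on another list. The GO terms behind Table 5 were not analysed here. From the ES to the neuronal stage, the median log2 change of the 14 genes tested was 0.93 in WT control cells, with 10 called higher and 2 lower, and 1.95 in HPRT-knockdown cells, also with 10 higher and 2 lower. With genes not detected in one condition at their lower bound, the medians were 0.40 and 1.56. Between knockdown and control cells at the neuronal stage, the median was 0.51 (SD over arrays 0.14, percentile 99.8), with 5 of 14 genes called higher, as many as when adjusted over the list alone. These were Aldh1a1, Corin, Ddc, Foxa1 and Lmx1a. Ddc, on chromosome 11, encodes the decarboxylase that makes dopamine and had a log2 signal of 9.49 ± 0.11 (SD, n = 3 arrays of one RNA pool) in control and 11.20 ± 0.04 in knockdown cells, a log2 fold change of 1.71 (adjusted p = 2.31e-11 from limma). The log2 fold changes of Corin, Foxa1, Aldh1a1 and Lmx1a were 2.30, 2.00, 1.12 and 1.10. Slc18a2, the vesicular transporter of monoamines, had a log2 fold change of 0.54 and was called only with a background offset of 1 or without control replicate 3. Th and Slc6a3, the genes of tyrosine hydroxylase and the dopamine transporter, were above background on at most 1 of the 3 arrays of every condition, so no change in them could be measured. From the SNM to the neuronal stage, the median of the list was -0.16 in control cells over 13 genes and -0.29 in knockdown cells over 15 genes, where the mean was 0.02. In the limma test of the difference between the stages, the knockdown effect rose for 4 and fell for 3 of 15 genes.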

**Table 5:** Expression of “dopamine” GO terms in differentiated neuronal cells.

*Up-regulation in SNM day 14 in Control*	
*GO Term*	*corrected p-value*
synaptic transmission, dopaminergic	3.11E-04
dopamine binding	8.35E-04
dopamine receptor activity	0.00103916
catechol metabolic process	0.01598897
catecholamine metabolic process	0.01598897

WT control cells demonstrate up-regulation of multiple dopamine and catecholinergic functions while HPRT-knockdown neuronal cells demonstrate a narrower pattern of up-regulated dopamine biosynthetic processes. Neither cell type demonstrates down-regulation of dopamine GO terms.

A more detailed extension of these findings to additional neurotransmitter pathways is demonstrated by GO analysis of RNASeq data and demonstrates that the differentiated HPRT-knockdown neuronal cells demonstrate aberrant neurotransmitter GO terms related to glutamatergic, serotonergic and GABAergic functions (Tables S2–4 in File S1 respectively). The pattern of dysregulation in HPRT-deficiency is similar for all three neurotransmitters; i.e., very little change in WT cells until late in the differentiation process but marked and less apparently organized dysregulation throughout most of the differentiation process in HPRT-knockdown cells. In contrast to glutamatergic, serotonergic and GABAergic neurotransmitters, GO terms related to acetylcholinergic neuronal functions showed no consistent changes in either cell type.

Because it is generally thought that the underlying defect responsible for LND ultimately reflects aberrant purine metabolism, especially of guanine-based purines, and because of the possibility that altered GTP/GDP fluxes might therefore play a role in HPRT neuropathology [13], we examined the microarray data of WT and HPRT knockdown cells for the effect of HPRT knockdown on G-protein coupled receptor (GPCR) GO terms. While cells at the ES and intermediate differentiation SNM stages showed few differentially expressed GPCR-related functions, the late DA neuronal stage of differentiation revealed a large number of dysregulated GPCR-related functions (Table 6) and mapping of these functions to the Kyoto Encyclopedia of Genes and Genomes (KEGG) signaling pathway maps confirmed dysregulation of multiple calcium-mediated GPCR functions and signaling pathways in HPRT deficient cells.

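Genes of G-protein coupled receptors and G-protein subunits were followed on a list of 120 genes, and effectors of calcium signalling on a list of 42 genes. The GO terms of Table 6 and the KEGG maps were not analysed here. At the ES stage, 43 genes of the receptor list were tested, and Ednra and Ednrb were called lower in HPRT-knockdown cells, with log2 fold changes of -0.62 and -0.66. Neither was called under the 3 normalizations without background correction, nor Ednra without control ES replicate 1 (log2 fold change -0.56) and Ednrb without knockdown ES replicate 3 (-0.46). The median of the list was -0.08 (percentile 0.325) and became 0.014 when the signals were left unscaled. At the SNM stage, 23 of 78 genes were called higher and 3 lower, with a median of 0.33 (percentile 100). In neuronal-stage cells, 19 of 79 genes were called higher and 19 lower, with a median of 0.11 (percentile 90.8). The limma test of the difference between the SNM and neuronal stages gave a rise of the knockdown effect for 15 of 83 receptor genes and a fall for 26. Of the calcium genes, limma called none of 24 at the ES stage, where 5 had an unadjusted p-value under 0.05; the median was 0.04 and the mean -0.00781. In SNM cells 7 of 27 calcium genes were called higher (median 0.30, percentile 99.9). Of the calcium genes at the neuronal stage, 10 of 30 were called lower and 4 higher, with a median of -0.35 (SD over arrays 0.14, percentile 0.06). Without Ryr1, the only gene also on the list of skeletal muscle, a list chosen after the values were seen, the median at the neuronal stage was -0.30. Both lists had the same counts when adjusted over the list alone. The knockdown effect on the calcium genes fell for 14 and rose for 3 of 30 genes between the SNM and neuronal stages in the same test of the difference.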

**Table 6:** Significantly altered (p≤0.05) GPCR signaling pathways in control and HPRT-knockdown cells.

*In embryonic stage*	
*Pathway*	*corrected P-value*
No significant pathway related to GPCR	

Because we have previously reported that HPRT deficiency leads to several aberrant signaling defects in common with those found in Alzheimer's disease, as in the case of dysregulated presenilin-1 and Wnt/β-catenin signaling in HPRT-deficient fibroblasts [6], we applied the Panther Classification System to examine the microarray transcriptome data for GO terms related to neurodegenerative disease (Table 7). Most striking in this analysis are the findings at the embryonic stem cell and neuronal differentiation stages of HPRT-deficient cells of dysregulated signaling pathways also aberrantly expressed in Alzheimer's and Huntington's disease, including the presenilin-1 pathway, lending support to a possible functional significance of our previous findings in HPRT-deficient fibroblasts [6] and supporting the concept that LND, Alzheimer's and Huntington's diseases may share some common pathogenic mechanisms.

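Genes of the presenilin and amyloid pathway were taken from a list for gamma-secretase and the processing of amyloid precursor protein, and genes of the Huntington's disease pathway from a list of huntingtin and its partners. The Panther terms of Table 7 were not analysed here. Psen2, the gene of presenilin-2, had a log2 signal of 6.07 ± 0.16 (SD, n = 3 arrays of one RNA pool) in WT control and 6.83 ± 0.14 in HPRT-knockdown cells at the neuronal stage, a log2 fold change of 0.76 (adjusted p = 0.000311 from limma). It was not called there under any of the 3 normalizations without background correction. App, on chromosome 16, had log2 fold changes of -0.36 at the ES stage, 0.79 at the SNM stage and 0.38 at the neuronal stage, and only the change at the SNM stage reached 1.5-fold. At the ES stage, the gamma-secretase list had a median log2 fold change of 0.02 over 17 genes and a mean of -0.0445, with Psen2 called higher and Bace2 lower. Bace2, with a log2 fold change of -0.66, was not called without background correction, nor without knockdown ES replicate 1 (-0.53), knockdown ES replicate 3 (-0.59) or control ES replicate 2 (-0.60). At the neuronal stage the median of the gamma-secretase list was 0.64 (SD over arrays 0.18, percentile 100), with 9 of 18 genes called higher and 1, Apbb2, lower. The genes called higher there were Adam17, Adam9, Apba2, Aph1a, Aph1b, Aplp1, Bace2, Psen2 and Psenen, and their log2 fold changes ran from 0.73 for Aph1a to 1.84 for Apba2. Aph1a was not called without background correction, and the other probes of Adam17 did not reach 1.5-fold. Of the huntingtin genes, limma called none of 18 at the ES stage, where 4 had an unadjusted p-value under 0.05 (median 0.02). Of 25 at the neuronal stage, 5 were called higher and 3 lower, with a median of -0.02 and a mean of 0.13. The log2 fold change was 2.46 for Hip1r, 2.15 for Sh3gl3, 1.93 for Tubb4, -1.42 for Tubb6 and -1.04 for Grin2b. Grin2b was not called with quantile normalization or scaling to the 75th percentile without background correction. At the SNM stage Sh3gl3 and Tubb4 had log2 fold changes of -0.29 and -0.41. Whether their rise at the neuronal stage was apart from that of the oligodendrocyte and myelin list was not tested. On a list for plasminogen activation, Plat was called lower at the ES stage, with a log2 fold change of -0.64 (adjusted p = 2.58e-05 from limma), and the median of 9 genes was -0.44 (-0.31 with genes below background at their bound). Plat was not called at the ES stage without background correction. At the neuronal stage 4 of 9 genes of this list were called higher and 2 lower; Plat rose by 2.30 and Mmp3 by 1.30, and the median was 0.46, which became -0.016 with no detection filter. The counts of the 3 lists at both stages were the same when adjusted over the list alone.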

**Table 7:** Significantly altered (p≤0.05) signaling pathways related to GO term “neurodegenerative disease” in control and HPRT-knockdown cells.

*In embryonic stage*	
*Pathway*	*corrected P-value*
Alzheimer disease-presenilin pathway	1.66E-03
Huntington disease	6.23E-03
Plasminogen activating cascade	3.31E-02

To further define the unexpectedly broad and important regulatory role that HPRT seems to play in many cellular developmental and signaling processes, we examined dysregulation of canonical pathways from MSigDB [14] testing the RNASeq transcriptomic data for overall shift in mean and for polarization [15], and used sample-level permutations to establish stringent significance thresholds. Results are presented in Figure 7. At a threshold of two false discoveries, equivalent to a false-discovery rate of 0.22, we identified 6 major pathways that show consistent and temporally-related up-regulation in WT cells and 3 in KD cells. The 6 up-regulated WT pathways all reflect processes characteristic of rapidly proliferating cells: cell cycle, RNA metabolism, DNA repair, replication stress, and HIV life cycle and HIV infection pathways. The HIV-related pathways are not related to the immune response but rather to active transcription and translation, including over-expression of nuclear pore proteins, and also over-expression of the HCK gene, an Src protein-tyrosine kinase that activates microglial cells [16] and signals through PI3K/Akt [17]. The WT pathways are most active through day 8, decrease thereafter and then show a second increase at day 12 (Fig. 7).

**Figure 7:**
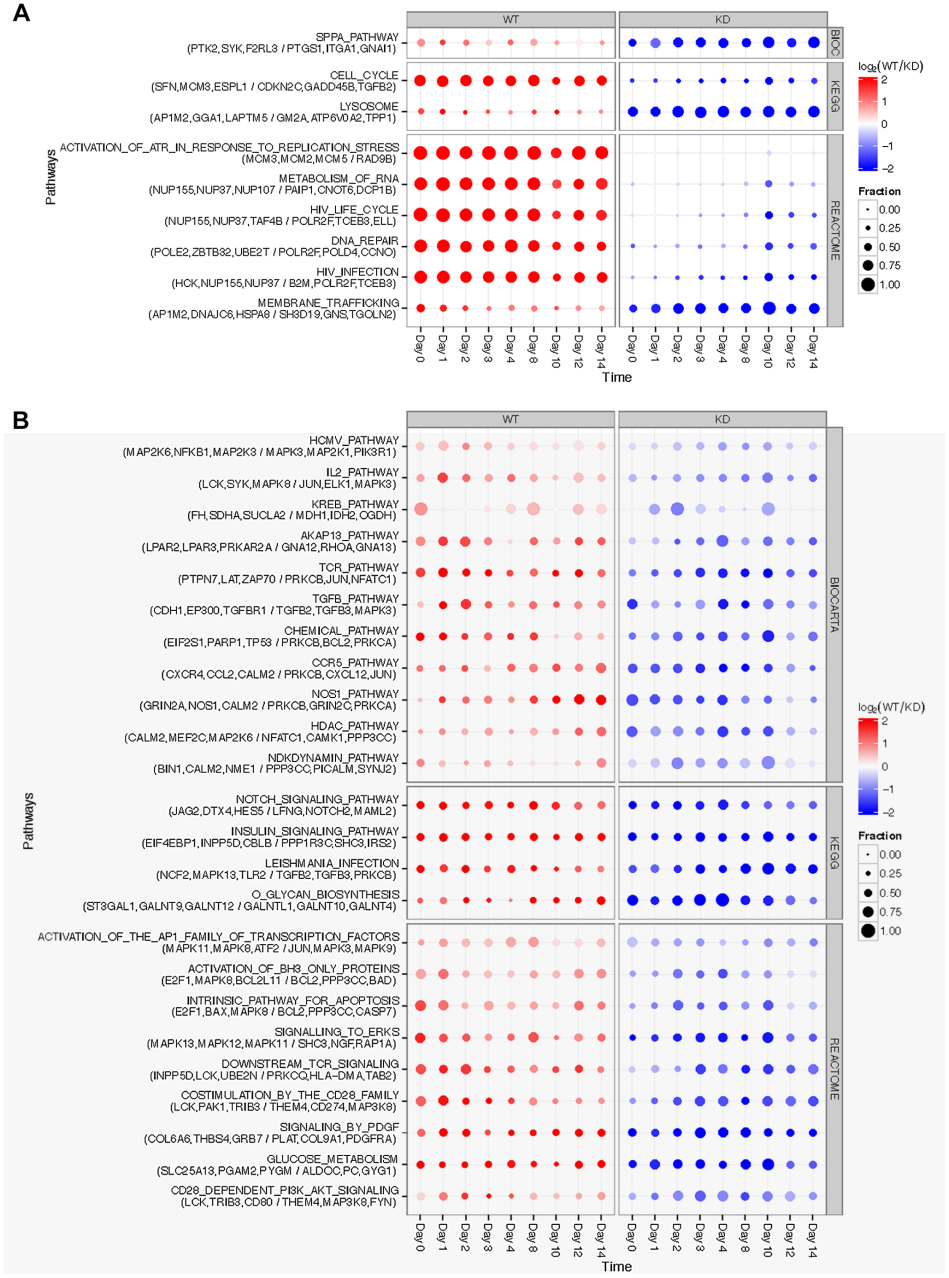
Mean shift and polarization of canonical pathways. Gene expression of 802 canonical pathways was tested for (A) shift in mean expression and (B) polarization, each test aggregating paired differences between wild-type (WT) and HPRT-knockdown (KD) at each time point during the differentiation. Rows are significant pathways, organized by source database and with the top three WT and KD genes provided underneath the pathway name. Columns are the module response over time, with red/blue indicating over-expression in WT/KD cells and diameter indicating the fraction of genes in the pathway with differential expression. The mean-shift test statistic is the mean log-ratio of WT to KD expression aggregated over time points for genes within a pathway; the polarization test statistic is the variance of gene log-ratios within a pathway. For both tests, the null distribution is obtained by permutation of sample labels. Thresholds are two false discoveries (FDR  =  0.22) for mean shift and one false discovery (FDR  =  0.042) for polarization.

The three pathways showing major up-regulation in KD cells (Fig. 7) include those characteristic of mechanisms related to lysosome function, membrane trafficking, and signaling pathway for platelet activation (SPPA). The most highly expressed lysosome genes are related to lysosomal function in sphingolipid and ganglioside metabolism that are active in astroglial cells [18]. Similarly, the most highly expressed membrane trafficking genes such as GNS are related to sulfate metabolism in the lysosome and storage disorders.

The polarization test identifies pathways with subsets responding in opposite directions, thereby resulting possibly in no net shift in overall pathway expression. Polarization often arises in cell signaling, with distinct cell types expressing ligands and receptors, and systematic differences are apparent. Detailed analysis of results illustrated in Fig. 7 have identified a number of such polarized gene expression aberrations (data not presented). WT cells express Notch ligands jagged-2 (JAG2) and deltex-4 (DTX4) whereas HPRT-KD cells express notch 2, notch glycosylation protein Lunatic Fringe (LNFG), and notch signaling partner mastermind-like protein 2 (MAML2). HPRT-KD cells express CXCL12, whose receptor CXCR4 is highly over-expressed in WT cells. HPRT-KD cells also express TGFB2 and TGFB3, whose receptor TGFBR1 is over-expressed in WT cells. Polarization may also reflect pathways that include both activators and deactivators/repressors. For example, in the T cell receptor (TCR) signaling pathway, WT cells express protein tyrosine phosphatase non-receptor type 7 (PTPN7), which negatively regulates MAPK1/ERK2 and MAPK3/ERK1 [19], [20] (Table 7), whereas HPRT-KD cells over-express MAPK3. These transcriptional findings support and suggest possible mechanisms responsible for our previous Western blotting demonstration of constitutive over-expression of MAPK/ERK1 and ERK2 in HPRT-deficient iPS cells [7]. Polarization also arises from expression of alternative subunits. For example, the NOS1 pathway points to HPRT-regulated discordant expression of NMDA glutamate receptors: WT cells express increasing amounts of GRIN2A, whereas HPRT-KD cells express GRIN2C and GRIN3A (Fig. 7).

## Discussion

Studies of the classical monogenic HPRT-deficiency Lesch Nyhan Disease have largely failed previously to connect the well-understood underlying genetic defect of purine salvage biosynthesis with the development of the neurological defects of dystonia, choreoathetosis, moderate cognitive impairment and compulsive self-mutilation. We have recently identified a number of biochemical and molecular aberrations in HPRT deficiency that point to multiple defects in gene expression and cellular signaling involving expression of DA transcription factors, a variety of signaling pathways and miRNA expression. We have hypothesized that these defects may contribute to severe developmental and functional dysregulation of neural developmental pathways, especially those that determine DA neurogenesis and dopaminergic signaling. We have now used a robust system for *in vitro* neuronal differentiation of iPS and ES cells to identify some mechanisms by which HPRT regulates the molecular and cellular functions during neuronal differentiation of pluripotent murine ESD3 cells. These results establish that the housekeeping gene HPRT carries out functions far more complex than simply driving the metabolic steps of salvage purine biosynthesis and that it also plays very important roles in regulating a large number of developmental and cell signaling pathways that accompany and regulate many aspects of CNS development, most particularly mechanisms that determine neuronal/glial cell fate decisions during neurogenesis. We have used global transcriptomic characterization methods to identify mechanisms that are severely disturbed when HPRT expression is deficient. Although we have not yet fully established a direct causal relationship between these aberrations and the development of the neural dysfunction in the HPRT-deficient mammalian CNS, we have built upon these findings in the murine HPRT deficiency model to develop a working hypothesis that important aspects of impaired development and function of DA and possibly other neural pathways in human HPRT deficiency result from aberrations of many pathways and signaling systems caused by dysregulated differentiation and cell fate decisions made by embryonic stem cells during neurogenesis in the developing embryonic human CNS.

One major prime candidate for playing a causative factor in defective neural development in HPRT deficiency is an apparently aberrant embryonic cell fate decision that leads to a switch from a neuronal pattern of gene expression to an almost exclusively glial pattern of gene expression. Approximately midway during the ES DA neuronal differentiation process in vitro, HPRT-deficient murine ES cells undergo a major transcriptional switch away from neuronal almost entirely to a glial gene expression program, even as they continue to generate cells with at least some of the principal molecular properties of dopaminergic neurons such as β-III tubulin and TH expression (Fig. 4). We note the apparently discrepant results of β-III tubulin expression as determined by qPCR (Fig. 3) and immunostaining (Fig. 4) techniques. We do not have experimental results that explain that difference, but several previous reports have demonstrated that such discrepancies between mRNA and protein gene product levels are well recognized in some systems [21], [22]. The exact nature of the responsible mechanisms has not been definitively established in these earlier studies, but the differences have been attributed to many possible mechanisms, including actual differences between the transcripts and protein products reflecting the existence of possible alternative differential splicing events leading to multiple isoforms with different mechanisms regulating their protein stability and abundance, probe set definition, technological sensitivity differences, etc.

Although the switch from neuronal to glial gene expression might be expected to affect the generation or distribution of glial cells and altered myelination and ensheathment functions in HPRT deficiency, there have been until now no major neuronal or glial cyto-architectural aberrations described in HPRT-knockout mice and only occasional but unconfirmed demonstrations of glial or myelination disturbances with peripheral neuropathy in human LND patients [23], [24]. Multiple mechanisms may theoretically cooperate to dysregulate gliogenesis and myelination in HPRT deficiency. Wnt signaling plays a vital role in myelination in the mammalian CNS [25]–[32] and the Wnt/β-catenin canonical signaling pathway inhibits oligodendrocyte maturation and their myelination function [30], underscoring the possible significance of our previous report of deficient canonical Wnt-1 signaling/β-catenin processing in HPRT-deficiency [6]. This impaired β-catenin expression may therefore play a role in up-regulating glial gene expression in the HPRT-knockdown ESD3 cells described above. In addition, the dysregulated myelination-associated signaling pathways shown in Table 4 include aberrations of histone deacetylase (HDAC), hedgehog and Notch function, all of which are known to be regulators of myelination and glial function.

Mice lacking both HDAC1 and HDAC2 exhibit severe myelin deficiency with arrested Schwann cell development and HDAC2 acts in synergy with Sox10 to activate the transcriptional program of myelination [30], [33], [34]. Since hedgehog and Notch participate in the regulation of oligodendrocyte function and myelination, their perturbations in HPRT deficiency could contribute to mechanisms producing the neuronal/glial gene expression switch described in the present murine ES cell model system. Hedgehog expression is required for the expression of Olig1 and Olig2 in myelin-forming oligodendrocytes [35]–[38] and the aberrant hedgehog expression seen in the HPRT-knockdown ESD3 cells might therefore be expected to alter oligodendrocyte functions and mechanisms of myelination. Similarly, Notch expression is required by oligodendrocytes for production and stabilization of the myelin component myelin basic protein (MBP) [39]. The increased level of MBP in the HPRT-knockdown cells illustrated in Fig. 6 may therefore be at least partly the result of dysregulated Notch expression (Table 4) and subsequent to up-regulated expression of MBP. Interestingly, despite the robust aberration of gliogenic gene expression in the differentiating murine ES cells, no major myelination and gliogenesis defects have been described in HPRT deficiency, either in the human or in the HPRT-knockout mouse. Only two studies have reported possible myelination aberrations in HPRT deficiency [23], [24] but the question of gliogenesis and myelination have not been thoroughly examined in HPRT deficiency. Nevertheless, our present studies demonstrate that HPRT is a strong determinant of the neuronal or glial gene expression pattern in murine ES cells during neuronal differentiation. That fact together with dysregulations in multiple other regulatory systems such as notch, hedgehog and HDAC, in HPRT deficiency (Table 4), indicates the need for future studies to identify the specific aberrations in these signaling pathways and to determine whether they cause, follow or are merely coincidentally related to the altered patterns of gene expression in HPRT-deficient cells, both in cell culture model systems and in vivo.

Another surprising defect in differentiating HPRT-deficient murine ES cells is the aberrant regulation of Sox2. The aberrant neuronal/glial developmental switch may be mechanistically related to an altered state of pluripotency and aberrant mechanisms of exit from pluripotency and initiation of neuronal differentiation in HPRT-deficient ESD3 cells, as suggested by the early and progressive up-regulation of Sox2 during neuronal differentiation (Fig. 3C). Sox2, along with Nanog and Oct-3/4, are vital for faithful mammalian embryogenesis, for the maintenance of pluripotency and for aspects of neural development [40]–[44]. Persistent expression of Sox2 is associated with continued proliferative potential of stem cells while down-regulation is characteristic of cells differentiating into post-mitotic neurons. Equally striking is the demonstration that Sox2 over-expression interferes with neurogenesis in both the mouse and the chicken inner-ear [45], [46] and that production of neurons from stem cells requires down-regulation of Sox2. Therefore, the persistent and even increasing expression of Sox2 in the differentiating HPRT-deficient ESD3 cells in these studies is consistent with the impaired neurogenesis characteristic of HPRT deficiency [2]–[5].

The extreme complexity of this system is underscored by the apparent discrepancy between what seems to comparably efficient generation of differentiated cells with morphological and molecular and properties of DA neurons (Figs. 2,4 and 5) and the sharp shift during DA neurogenic differentiation away from a neuronal to a glial pattern of gene expression. While these and our previous studies have identified a degree of aberrant DA neurogenesis in HPRT deficiency, the defect is an impeded, misdirected or inappropriately timed differentiation rather than a block to neurogenesis. The CNS in LND and in HPRT-knockout mice are known to contain normal numbers and distribution of cells with morphological properties of dopaminergic neurons and our own studies show generation from HPRT-deficient murine ES cells of populations of cells which express the DA neuronal markers TH and β-III tubulin cells but which have virtually shut down neuronal gene expression in favor of glial cell gene expression. This apparent discrepancy in HPRT-regulation of DA neurogenesis may be explained partly by the possibility that most cells in a heterogeneous population of differentiated HPRT-deficient DA-neuronal cells have become partially differentiated toward the DA neuronal phenotype, as least far enough along the pathway to express β-III tubulin TH and but are being impeded by HPRT deficiency and are either being re-directed along a glial developmental pathway or are being replaced by glial elements in the cell population that have a growth or survival advantage in the HPRT-deficient milieu.

An additional intriguing clue to the mechanisms of neuropathogenicity in HPRT deficiency is provided by the broad dysregulatory effect of HPRT deficiency on guanine purine metabolism and thereby on GPCR expression. HPRT deficiency causes broad changes in purine and purine nucleotide levels, including guanine nucleotide levels [47], an effect that would be expected to dysregulate the function of many GPCRs and thereby to disturb many cellular signaling transduction events dependent on intact GPCR signaling pathways. We have previously reported that HPRT deficiency leads to defective expression of the GPCR purinergic receptor P2Y1 and that in turn is associated with aberrant pERK and pCREB signaling [7]. Other groups have shown that HPRT alters activities of additional GPCRs including membrane NTPase and adenylate cyclase [48], [49] The many aberrantly-expressed GPCRs listed in Table 7 include functions associated with neurotransmission and neural development, including Wnt-1 signaling, glutamate receptors, 5HT receptors, GABAergic receptors. These results are consistent with our findings of disturbed function of these neurotransmitter functions as identified in Tables S2–4 in File S1, with aberrant regulation of aspects of DA binding, DA receptor activity, and catechol metabolic processes. Our findings also support previous demonstrations by other groups of defective function of serotonin and adenosine receptors in HPRT deficiency [50]–[53]. Overall, these studies indicate that HPRT deficiency produces neurotransmission defects more extensive than the well-recognized defects in dopamine transmission and DA neurogenesis.

As illustrated in Fig. 7, HPRT deficiency in murine ESD3 cells is associated with impaired cellular activity devoted to an unexpectedly broad set of signaling pathways and metabolic functions that affect cell proliferation, protein synthesis, RNA biosynthesis, DNA replication and repair, enhanced cellular effort devoted to such diverse functions as sphingolipid metabolism and membrane biosynthesis, sulfur and glycan metabolism and to PPAR metabolism [54], [55] and others. In several of the cell signaling pathways, the wild-type and HPRT-deficient cells express a number of discordant component mechanisms potentially participating in aberrant neuronal development. These systems have not been thoroughly characterized in human HPRT deficiency and their functions and interactions in producing the HPRT neural phenotype are largely unknown.

An area of potential relevance to HPRT neuropathology is the possibility that HPRT deficiency leads to disruption of normal microRNA expression, thereby leading to aberrant expression of many target genes involved in embryonic development of the mammalian CNS. Defects in miRNA expression would have the effect of providing an efficient mechanism for producing the extremely broad set of downstream defects that characterize HPRT deficiency and the LND neurological phenotype. We have previously reported that HPRT deficiency indeed leads to dysregulation of at least one miRNA (miR181a) [8] and recently we have found preliminary evidence for dysregulated expression of additional miRNAs (unpublished results). Their significance is under study.

We interpret these combined results to indicate that the housekeeping gene HPRT is a vital neurodevelopmental gene and that it plays a number of important non-“housekeeping” functions. Our studies suggests that HPRT is a determinant in regulating steps in mammalian CNS development possible through combined effects on stem cell pluripotency and neuronal differentiation, on cell fate decisions in neuronal and glial development, on microRNA expression, on GPCR expression, and on multiple additional cellular signaling and metabolic functions. We surmise that HPRT deficiency constitutes a systems disorder and that the pathogenesis of this monogenic but yet very complex neurodevelopmental Mendelian disease results from combinatorial and multigenic defects. We further surmise that these defects are all ultimately the result of aberrant purine metabolism but we cannot exclude the possibility that at least some of the cellular defects may result from other pleiotropic and non-purinergic functions of the HPRT protein. Nevertheless, to our knowledge, this is the first time this kind of stem cell developmental gene expression analysis has been carried out in a neurodevelopmental disease and certainly in HPRT deficiency, and we suggest that it is of great value to workers in this field that we have documented the broad transcriptional aberrations induced in many pathways by HPRT deficiency. Our study identifies, for the first time, the many pathways that now can become accessible for deeper functional study and underscores the importance of examining functions in all of these aberrant pathways if we are to understand the very complex mechanisms by which the purine metabolome regulates neurogenesis and its role in the pathogenesis in Lesch Nyhan Disease.

## Materials and Methods

### Cells and neuronal differentiation

The ESD3 mouse embryonic stem cell (mESC) line derived from mouse strain 129s2/SvPas was purchased from ATCC (Manassas, VA) and the cells were maintained on primary mouse embryo fibroblast (PMEF) feeder cells in ES medium consisting of Dulbecco's minimum essential medium (DMEM)/F12 medium, 20% (v/v) knockout serum replacement (KOSR), 1 mM L-glutamine, 4 ng/ml of basic fibroblast growth factor (bFGF), 1,000U/ml of leukemia inhibitory factor (LIF), 1% (v/v) nonessential amino acids (NEAA), 50 U/ml of penicillin, 50ug/ml of streptomycin and 0.1 mM of 2-mercaptoethanl. PMEF and LIF were obtained from Millipore (Billerica, MA), and the other reagents used for ES medium were obtained from GIBCO (Grand Island, NY). The culture and differentiation reagents including collagenase IV, N2 supplement and B27 supplement were purchased from GIBCO and sonic hedgehog (Shh), fibroblast growth factor 8 (FGF8) and ascorbic acid were obtained from R&D system (Minneapolis, MN, USA), PeproTech (Rocky Hill, NJ) and Sigma (St. Louis), respectively. Matrigel was purchased from BD Biosciences (San Jose). All cell culture and neuronal differentiations were carried out in established cell culture conditions (5% CO_2_, 37°C). Dopaminergic (DA) neuronal differentiation was carried out according to the protocol published that allows highly efficient differentiation of DA neurons from embryonic bodies by expansion of spherical neural masses (SNMs) [9].

### Preparation of control and HPRT-knockdown cells

The ESD3 cells were transduced with VSG-G-pseudotyped lentiviral vectors expressing shRNAs targeted against either luciferase or human HPRT genes, as reported [6], [7] and produced by the UCSD Gene Therapy Program Vector Core Laboratory. Transduced cells were selected with puromycin and assayed for HPRT as previously described (6). An additional possible control would include HPRT-knockdown cells in which HPRT activity is restored by transduction with an HPRT-expressing transgene. Interpretation of studies in such cells would potentially be complicated by the fact the HPRT knockdown in D3 cells has been achieved by expression of a retrovirally-delivered shRNA against HPRT which would continue to be expressed in HPRT-reconstituted cells and would therefore be available for shutting down HPRT transgene expression.

### Microarray analysis

Total RNAs from both HPRT knockdown and control cells were collected at the embryonic, SNM and final neuronal differentiation stages using RNeasy Mini Kit from QIAGEN (Valencia, CA). Purified RNAs from each condition were pooled and transferred to the UCSD Biogem Illumina core facility for gene expression analysis. The integrity of RNA samples was documented by Agilent Bioanalyzer (Santa Clara) and RNA preparations with RNA integrity numbers (RIN) of at least 9.2±0.5 were used for microarray analysis. Transcriptional analysis was performed in triplicate using the Illumina MouseWG-6 v2.0 Expression BeadChip Kit (≥ 45,200 transcripts) and reagents and experimental methods according to manufacturer's directions (Illumina, San Diego). Scanning of hybridized BeadChip and image quantitation was performed using Illumina's BeadArray software, raw data were normalized and exported to GeneSpring GX 11.5 (Agilent, Santa Clara) and the PANTHER Classification System for GO, GSEA and signaling pathway analysis (http://www.pantherdb.org/). Total detected entities were filtered by signal intensity value (upper cut-off 100^th^ and lower cut-off 20^th^ percentile) and error (coefficient of variation: CV <50.0 percent) to remove very low signal entities and to select reproducible signal values of entities among the replicated experiments, respectively. For statistical analysis, paired and unpaired t-tests (p<0.05) were used and significant changes were defined as above either 1.5-fold or 2-fold change. Signals were selected if they were above microarray background (detection p-value <0.05) in either all experiments or in at least three knockdown or control experiments in each pair for comparison. All microarray-based transcriptomic data are accessible through GEO Series accession number (GSE42453), a MIAME compliant database (e.g. ArrayExpress, GEO), as described on the MGED Society website (http://mged.sourceforge.net/ontologies/).

### RNA-Seq analysis

For RNA-Seq gene expression analysis of cells during differentiation from SNM to the final neuronal differentiation stage, total RNAs were collected as for microarray analysis during SNM differentiation at days 0, 1, 2, 3, 4, 6, 8, 10, 12 and 14. Purified RNAs derived from each time point in each condition were pooled and applied for RNA sequencing in the UCSD Biogem Illumina core facility. Library preparation was performed with TruSeq RNA Sample Preparation Kit v2 of Illumina (San Diego), and the prepared libraries were validated and quantified with Agilent Bioanalyzer (Santa Clara). The RIN was 9.5±0.5. To quantify and qualify the DNA library before sequencing, quantitative PCR and Nanodrop/Bioanalyzer analyses were carried out and the validated library was applied to the HiSeq 2000 sequencer of Illumina for 50 cycles of single lane run. Twenty libraries were applied to four sequencing lanes evenly in a flow cell and five samples in a lane were distinguished by using index libraries. Raw sequencing data (fastq.gz file) were generated by CASAVA 1.8.2 pipeline provided by Illumina and aligned onto NCBI37/mm9 mouse genome using ELAND (Illumina) alignment algorism in the pipeline (txt.gz file).

Aligned data including all aligned reads, the partial reads, novel gene and exons were imported to Avadis NGS 1.3.1 (Strand Scientific Intelligence, San Francisco). An average of 15 million reads by Illumina tile plot filter were applied to following analysis. The parameters used for finding novel genes and exons included one 10^th^ of minimum exon, intron and gene lengths, one 50^th^ of minimum exon and gene RPKM (reads aligned per kilobases per million mapped), one 75^th^ of minimum exon RPKM w.r.t. host gene and one 90^th^ of maximum intron length, were specified. The normalization algorithm was DESeq (http://www.bioconductor.org/). To remove very low signal entities, total detected entities were filtered by gene expression values (upper cut-off 100^th^ and lower cut-off 20^th^ percentile) and required at least one out of two samples to have values within that range. To detect differential gene expression during neuronal differentiation, changes either ≥1.5 or ≥2.0 fold between control and HPRT knockdown conditions were selected. Analyses of GO, GSEA and signaling pathways were carried out using the Avadis NGS 1.3.1 (Strand Scientific Intelligence) and the PANTHER Classification System (http://www.pantherdb.org/). All transcriptomic data are MIAME compliant and raw data were deposited in NCBI's Gene Expression Omnibus [54] and are accessible through GEO Series accession number (GSE42662), a MIAME compliant database (e.g. ArrayExpress, GEO), as detailed on the MGED Society website (http://mged.sourceforge.net/ontologies/).

Canonical pathways from MSigDB [14] were also analyzed. For this analysis, over 98% of short reads were mapped to NCBI mm9 transcripts using Tophat [55]; gene-level RPKM values were provided by Cufflinks [56]; and gene-level differential expression log-ratios, z-scores, and p-values for knockdown vs. control at each time point were estimated by Cuffdiffs. The day 6 data appeared to be a highly discrepant outlier and were omitted. Pathways were required to have at least 10 observed genes, yielding 802 for testing. For each pathway, two tests were performed: shift-of-mean, for overall up- or down-regulation of the entire pathway, and polarization, for subsets of genes with strong up-regulation and down-regulation within a single pathway. Both tests used parametric statistics [15] and corrected for gene non-independence by permutation.

The test statistic for shift-of-means was *S*  =  S*_gt_z_gt_*/(*GT*)^1/2^, where *z_gt_*is the z-score for wild-type (WT) vs. knockdown (KD) for gene *g* at time *t*, and the sum is over the *G* genes in a pathway and *T* total time points, and using if the z-scores are independent and identically distributed standard normal, the normalization by (*GT*)^1/2^ yields a standard normal. To correct for non-independence, however, we performed all 2^9^ sample-level permutations by swapping WT and KD labels within time points, corresponding to negating all z-scores at that time point, but excluded the permutations equivalent to the observed data and to the negation of the observed data. The mean m and variance s^2^ of *S* were computed for each pathway individually from the 510 permutations; *S* for each pathway was converted to a z-score (*S*–m)/s; and a two-sided p-value for *S*≠mwas calculated from the standard normal distribution. The p-value for one false discovery was estimated as 1/(number of pathways tested), or 1/802. No pathway was significant at this level, but 9 pathways were significant at two false discoveries, equivalent to a false-discovery rate of 0.22.

The test statistic for polarization was *P*  =  [S*_g_* (*z_g_*–z)^2^– (*G*–1)]/[2(*G–*1)], where the z-score for a gene is *z_g_*  =  S*_t_z_gt_*/*T* ^1/2^, and the mean dysregulation for a pathway is z  =  S*_g_z_g_*/*G*. If the *z_gt_* values are independent, identically distributed standard normal, then S*_g_* (*z_g_*–z)^2^ follows a chi-square distribution with *G*–1 degrees of freedom; subtracting the mean *G*–1 and dividing by variance 2(*G*–1) gives a test statistic that approaches a standard normal. To correct for non-independence, the mean m and variance s^2^ of *P* were computed for each pathway with permutations; *P* was converted to a z-score as (*P*–m)/s; and the one-sided p-value for *P*>m was calculated from the standard normal distribution. At one false discovery, 24 pathways were significant, equivalent to a false-discovery rate of 0.042.

### Immunocytochemistry

Cells maintained on Matrigel-coated coverslips (BD Biosciences, San Jose, California, USA) were stained and examined as described [15]. Mouse monoclonal anti-beta III tubulin and rabbit monoclonal anti-tyrosine hydroxylase primary antibodies in this study were purchased from Abcam (Cambridge), and the anti-mouse and anti-rabbit IgGs conjugated to Texas Red and FITC, respectively, were obtained from Santa Cruz Biotechnology (Santa Cruz). Expression of DAPI and secondary fluorophores was detected using aBX51 fluorescence microscope digital imaging system of Olympus (Center Valley, PA).

### FACS analysis

For FACS analysis, approximately 10^6^ cells were fixed by 4% paraformaldehyde (Sigma) for 15 minutes at room temperature, permeabilized with 100% methanol on ice for 30 min. Treated cell aliquots were exposed to blocking solution of 0.5% BSA (Sigma) in PBS for 10 min at room temperature. For immunostaining, primary antibodies were diluted in blocking solution according to the manufacturer's instructions and incubated with cells for 1 hour at room temperature. The fluorochrome-conjugated secondary antibody was applied for 30 min at room temperature. Antibodies included rabbit monoclonal anti-tyrosine hydroxylase primary antibody (Abcam) and Alexa Fluor 647-conjugated anti-rabbit IgG (Life Technologies, Grand Island, NY). Analysis of immunostained cells was carried out in the flow cytometry core facility in the UCSD Moores Cancer Center using FACSCalibur flow cytometer of BD Bioscience (San Jose).

### Quantitative PCR analysis

Purification of total RNAs in cell extracts was carried out by RNeasy Mini Kit of QIAGEN (Valencia) according to the manufacturer's instruction and qPCR reactions were performed using glyceraldehyde-3-phosphate dehydrogenase as a standardization control. Primer sequences are summarized in Table S1 in File S1.

### Western blotting

Western blotting studies were carried out as previously described [6]. The rabbit polyclonal HPRT, and antibodies to myelin basic protein and olig2 were purchased from Abcam and the loading control, mouse monoclonal GAPDH antibody was obtained from Cell Signaling Technology (Danvers, MA). The rabbit and mouse IgG-HRP secondary antibodies were purchased from Thermo Scientific and Cell Signaling Technology, respectively.

### HPRT enzymatic assay

HPRT enzyme activity was determined as previously described [6]. The IMP and AMP positions scraped from the TLC plates were mixed with Insta-Gel Plus liquid scintillation cocktail (PerkinElmer, Waltham, MA) and radioactivity was measured using a Beckman Coulter LS 6500 liquid scintillating counter (Brea, CA).

## Supporting Information

File S1 **Supplementary Tables** **S1, S2, S3, and S4.**
(DOCX) Click here for additional data file.

## References

[1] Jinnah HA, Friedmann T (2000) Lesch-Nyhan Disease and its Variants. Metabolic and Molecular Bases of Inherited Disease Scriver, Beaudet, Sly and Valle (eds.), McGraw Hill 2537–2570.

[2] YehJ, ZhengS, HowardBD (1998) Impaired differentiation of HPRT-deficient dopaminergic neurons: a possible mechanism underlying neuronal dysfunction in Lesch-Nyhan syndrome. J Neurosci Res 53(1): 78–85.967099410.1002/(SICI)1097-4547(19980701)53:1<78::AID-JNR8>3.0.CO;2-G

[3] SmithDW, FriedmannT (2000) Characterization of the dopamine defect in primary cultures of dopaminergic neurons from hypoxanthine phosphoribosyltransferase knockout mice. Mol Ther 1: 486–491.1093397010.1006/mthe.2000.0057

[4] Ceballos-PicotI, MockelL, PotierMD, DauphinotL, ShirleyTL, et al (2009) Hypoxanthine-guanine phosphoribosyl transferase regulates early developmental programming of dopamine neurons: implications for Lesch-Nyhan disease pathogenesis. Hum Mol Genet 18: 2317–2327.1934242010.1093/hmg/ddp164PMC2694685

[5] GuibingaGH, HsuS, FriedmannT (2010) Deficiency of the housekeeping gene hypoxanthine-guanine phosphoribosyltransferase (HPRT) dysregulates neurogenesis. Mol Ther 18: 54–62.1967224910.1038/mt.2009.178PMC2839227

[6] KangTH, GuibingaG, JinnahHA, FriedmannT (2011) HPRT deficiency coordinately dysregulates canonical WNT and presenilin-1 signaling: a neuro-developmental regulatory role for a housekeeping gene? PLoS One 6(1): e16572 10.1371/journal.pone.oo16572 21305049PMC3030599

[7] MastrangeloL, KimJE, MiyanoharaA, KangTH, FriedmannT (2012) Purinergic signaling in human pluripotent cells is regulated by the housekeeping gene hypoxanthine guanine phosphoribosyltransferase. Proc Natl Acad Sci USA 109(9): 3377–3382.2233190910.1073/pnas.1118067109PMC3295269

[8] GuibingaGH, HrustanovicG, BouicK, JinnahHA, FriedmannT (2012) MicroRNA-mediated dysregulation of neural developmental genes in HPRT deficiency: Clues for Lesch Nyhan disease? Hum Mol Genet 21(3): 609–622.2204277310.1093/hmg/ddr495PMC3259014

[9] ChoMS, HwangDY, KimDW (2008) Efficient derivation of functional dopaminergic neurons from human embryonic stem cells on a large scale. Nat Protoc 3(12): 1888–1894.1900887510.1038/nprot.2008.188

[10] VisserJE, BärPR, JinnahHA (2000) Lesch-Nyhan disease and the basal ganglia. Brain Res Brain Res Rev 32(2–3): 449–475.1076055110.1016/s0165-0173(99)00094-6

[11] JinnahHA, WojcikBE, HuntM, NarangN, LeeKY, GoldsteinM, et al (1994) Dopamine deficiency in a genetic mouse model of Lesch-Nyhan disease. J Neurosci 3(Pt 1): 1164–1175.10.1523/JNEUROSCI.14-03-01164.1994PMC65775277509865

[12] EgamiK, YittaS, KasimS, LewersJC, RobertsRC, et al (2007) Basal ganglia dopamine loss due to defect in purine recycling. Neurobiol Dis 26(2): 396–407.1737456210.1016/j.nbd.2007.01.010PMC1930158

[13] DeutschSI, LongKD, RosseRB, MastropaoloJ, EllerJ (2005) Hypothesized deficiency of guanine-based purines may contribute to abnormalities of neurodevelopment, neuromodulation, and neurotransmission in Lesch-Nyhan syndrome. Clin Neuropharmacol 28(1): 28–37.1571143610.1097/01.wnf.0000152043.36198.25

[14] LiberzonA, SubramanianA, PinchbackR, ThorvaldsdóttirH, TamayoP, et al (2011) Molecular signatures database (MSigDB) 3.0. Bioinformatics 27(12): 1739–1740 10.1093/bioinformatics/btr260 21546393PMC3106198

[15] IrizarryRA, WangC, ZhouY, SpeedTP (2009) Gene set enrichment analysis made simple. Stat Methods Med Res 18(6): 565–575 10.1177/0962280209351908 20048385PMC3134237

[16] KradyJK, BasuA, LevisonSW, MilnerRJ (2002) Differential expression of protein tyrosine kinase genes during microglial activation. Glia 40(1): 11–24.1223784010.1002/glia.10101

[17] SuhHS, KimMO, LeeSC (2005) Inhibition of granulocyte-macrophage colony-stimulating factor signaling and microglial proliferation by anti-CD45RO: role of Hck tyrosine kinase and phosphatidylinositol 3-kinase/Akt J Immunol. 174(5): 2712–2719.10.4049/jimmunol.174.5.271215728479

[18] SandhoffK, KolterT (1998) Processing of sphingolipid activator proteins and the topology of lysosomal digestion. Acta Biochim Pol 45(2): 373–384.9821868

[19] SaxenaM, WilliamsS, BrockdorffJ, GilmanJ, MustelinT (1999) Inhibition of T cell signaling by mitogen-activated protein kinase-targeted hematopoietic tyrosine phosphatase (HePTP). J Biol Chem 274(17): 11693–11700.1020698310.1074/jbc.274.17.11693

[20] SaxenaM, WilliamsS, TaskénK, MustelinT (1999) Crosstalk between cAMP-dependent kinase and MAP kinase through a protein tyrosine phosphatase. Nat Cell Biol 1(5): 305–311.1055994410.1038/13024

[21] ChenG, GharibTG, HuangCC, TaylorJM, MisekDE, et al (2002) Discordant protein and mRNA expression in lung adenocarcinomas. Mol Cell Proteomics Apr 1(4): 304–13.10.1074/mcp.m200008-mcp20012096112

[22] PascalLE, TrueLD, CampbellDS, DeutschEW, RiskM, et al (2008) Correlation of mRNA and protein levels: cell type-specific gene expression of cluster designation antigens in the prostate. BMC Genomics 2008 May 23 9: 246 10.1186/1471-2164-9-246 PMC241324618501003

[23] LászlóA, VörösE, BugaK, HorváthK, MayerP, et al (2009) Myelination disturbance in a patient with hyperuricemia and hyperserotoninemia combined with 18q deletion syndrome. Ideggyogy Sz 62(11–12): 413–417.20025132

[24] MakoukjiJ, ShacklefordG, MeffreD, GrenierJ, LiereP, et al (2011) Interplay between LXR and Wnt/ß-catenin signaling in the negative regulation of peripheral myelin genes by oxysterols. J Neurosci 31(26): 9620–9629 10.1523/JNEUROSCI.0761-11.2011 21715627PMC6623163

[25] TawkM, MakoukjiJ, BelleM, FonteC, TroussonA, et al (2011) Wnt/beta-catenin signaling is an essential and direct driver of myelin gene expression and myelinogenesis. J Neurosci 31(10): 3729–3742 10.1523/JNEUROSCI.4270-10.2011 21389228PMC6622795

[26] AzimK, ButtAM (2011) GSK3ß negatively regulates oligodendrocyte differentiation and myelination in vivo. Glia 59(4): 540–553 10.1002/glia.21122 21319221

[27] LiH, RichardsonWD (2009) Genetics meets epigenetics: HDACs and Wnt signaling in myelin development and regeneration. Nat Neurosci 12(7): 815–817.1955404410.1038/nn0709-815

[28] LewallenKA, ShenYA, De la TorreAR, NgBK, MeijerD, et al (2011) Assessing the role of the cadherin/catenin complex at the Schwann cell-axon interface and in the initiation of myelination. J Neurosci 31(8): 3032–3043 10.1523/JNEUROSCI.4345-10.2011 21414924PMC3758556

[29] FeigensonK, ReidM, SeeJ, CrenshawEB3rd, GrinspanJB (2009) Wnt signaling is sufficient to perturb oligodendrocyte maturation. Mol Cell Neurosci 42(3): 255–265.1961965810.1016/j.mcn.2009.07.010

[30] JacobC, ChristenCN, PereiraJA, SomandinC, BaggioliniA, et al (2011) HDAC1 and HDAC2 control the transcriptional program of myelination and the survival of Schwann cells. Nat Neurosci 14(4): 429–436 10.1038/nn.2762 21423190

[31] ChenY, WangH, YoonSO, XuX, HottigerMO, et al (2011) HDAC-mediated deacetylation of NF-κB is critical for Schwann cell myelination. Nat Neurosci 14(4): 437–441 10.1038/nn.2780 21423191PMC3074381

[32] SchebestaM, SerlucaFC (2009) Olig1 expression identifies developing oligodendrocytes in zebrafish and requires hedgehog and notch signaling. Dev Dyn 238(4): 887–898.1925339110.1002/dvdy.21909

[33] ParkHC, MehtaA, RichardsonJS, AppelB (2002) Olig2 is required for zebrafish primary motor neuron and oligodendrocyte development. Dev Biol 248(2): 356–368.1216741010.1006/dbio.2002.0738

[34] WangSZ, DulinJ, WuH, HurlockE, LeeSE, et al (2006) An oligodendrocyte-specific zinc-finger transcription regulator cooperates with Olig2 to promote oligodendrocyte differentiation. Development 133(17): 3389–3398.1690862810.1242/dev.02522

[35] NicolayDJ, DoucetteJR, NazaraliAJ (2007) Transcriptional control of oligodendrogenesis. Glia 55(13): 1287–1299.1764729110.1002/glia.20540

[36] ParkHC, AppelB (2003) Delta-Notch signaling regulates oligodendrocyte specification. Development 130(16): 3747–3755.1283539110.1242/dev.00576

[37] WangZ, OronE, NelsonB, RazisS, IvanovaN (2012) Distinct lineage specification roles for NANOG, OCT4, and SOX2 in human embryonic stem cells. Cell Stem Cell 10(4): 440–454.2248250810.1016/j.stem.2012.02.016

[38] GrahamV, KhudyakovJ, EllisP, PevnyL (2003) SOX2 functions to maintain neural progenitor identity. Neuron 39(5): 749–765.1294844310.1016/s0896-6273(03)00497-5

[39] BylundM, AnderssonE, NovitchBG, MuhrJ (2003) Vertebrate neurogenesis is counteracted by Sox1-3 activity. Nat Neurosci 6(11): 1162–1168.1451754510.1038/nn1131

[40] EllisP, FaganBM, MagnessST, HuttonS, TaranovaO, et al (2004) SOX2, a persistent marker for multipotential neural stem cells derived from embryonic stem cells, the embryo or the adult. Dev Neurosci 26(2–4): 148–165.1571105710.1159/000082134

[41] PapanayotouC, MeyA, BirotAM, SakaY, BoastS, et al (2008) A mechanism regulating the onset of Sox2 expression in the embryonic neural plate. PLoS Biol 6(1): e2.10.1371/journal.pbio.0060002PMC217496918184035

[42] Bani-YaghoubM, TremblayRG, LeiJX, ZhangD, ZurakowskiB, et al (2006) Role of Sox2 in the development of the mouse neocortex. Dev Biol 295(1): 52–66.1663115510.1016/j.ydbio.2006.03.007

[43] EvsenL, SugaharaS, UchikawaM, KondohH, WuDK (2013) Progression of neurogenesis in the inner ear requires inhibition of sox2 transcription by neurogenin1 and neurod1. J Neurosci 33(9): 3879–3890 10.1523/JNEUROSCI.4030-12.2013 23447599PMC3865497

[44] DeutschSI, LongKD, RosseRB, MastropaoloJ, EllerJ (2005) Hypothesized deficiency of guanine-based purines may contribute to abnormalities of neurodevelopment, neuromodulation, and neurotransmission in Lesch-Nyhan syndrome. Clin Neuropharmacol 28(1): 28–37.1571143610.1097/01.wnf.0000152043.36198.25

[45] PintoCS, SeifertR (2006) Decreased GTP-stimulated adenylyl cyclase activity in HPRT-deficient human and mouse fibroblast and rat B103 neuroblastoma cell membranes. J Neurochem 96(2): 454–459.1633663210.1111/j.1471-4159.2005.03570.x

[46] PintoCS, JinnahHA, ShirleyTL, NyhanWL, SeifertR (2005) Altered membrane NTPase activity in Lesch-Nyhan disease fibroblasts: comparison with HPRT knockout mice and HPRT-deficient cell lines. J Neurochem 93(6): 1579–1586.1593507410.1111/j.1471-4159.2005.03151.x

[47] GarciaM, PuigJ, TorresR (2012) Adenosine, dopamine and serotonin receptors imbalance in lymphocytes of Lesch-Nyhan patients. Journal of Inherited Metabolic Disease 35(6): 1129–1135.2240302010.1007/s10545-012-9470-5

[48] BertelliM, AlushiB, VeicsteinasA, JinnahHA, MicheliV (2009) Gene expression and mRNA editing of serotonin receptor 2C in brains of HPRT gene knock-out mice, an animal model of Lesch-Nyhan disease. J Clin Neurosci 16(8): 1061–1063 10.1016/j.jocn.2008.12.011 19473847PMC4871153

[49] BertelliM, CecchinS, LapucciC, JacomelliG, JinnahHA, et al (2006) Study of the adenosinergic system in the brain of HPRT knockout mouse (Lesch-Nyhan disease). Clin Chim Acta 373(1–2): 104–107.1679303110.1016/j.cca.2006.05.013

[50] SaitoY, TakashimaS (2000) Neurotransmitter changes in the pathophysiology of Lesch-Nyhan syndrome. Brain Dev 22 (Suppl. 1)S122–S131.1098467310.1016/s0387-7604(00)00143-1

[51] EspositoG, ScuderiC, ValenzaM, TognaGI, LatinaV, et al (2011) Cannabidiol reduces Aß-induced neuroinflammation and promotes hippocampal neurogenesis through PPARγ involvement. PLoS One 6(12): e28668 10.1371/journal.pone.0028668 22163051PMC3230631

[52] SadeghianM, Marinova-MutafchievaL, BroomL, DavisJB, VirleyD, et al (2012) Full and partial peroxisome proliferation-activated receptor-γ agonists, but not δ agonist, rescue of dopaminergic neurons in the 6-OHDA parkinsonian model is associated with inhibition of microglial activation and MMP expression. J Neuroimmunol 246(1–2): 69–77.2249809710.1016/j.jneuroim.2012.03.010

[53] EdgarR, DomrachevM, LashAE (2002) Gene Expression Omnibus: NCBI gene expression and hybridization array data repository. Nucleic Acids Res 30(1): 207–210.1175229510.1093/nar/30.1.207PMC99122

[54] TrapnellC, PachterL, SalzbergSL (2009) TopHat: discovering splice junctions with RNA-Seq. Bioinformatics 25(9): 1105–1111 10.1093/bioinformatics/btp120 19289445PMC2672628

[55] TrapnellC, WilliamsBA, PerteaG, MortazaviA, KwanG, et al (2010) Transcript assembly and quantification by RNA-Seq reveals unannotated transcripts and isoform switching during cell differentiation. Nat Biotechnol 28(5): 511–515 10.1038/nbt.1621 20436464PMC3146043

[56] TrapnellC, HendricksonDG, SauvageauM, GoffL, RinnJL, et al (2013) Differential analysis of gene regulation at transcript resolution with RNA-seq. Nat Biotechnol 31(1): 46–53 10.1038/nbt.2450 23222703PMC3869392

How the deposited data were processed for this re-analysis (not part of the article)

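The deposited values are those of the microarray experiment, with 18 Illumina MouseWG-6 v2 arrays for WT control and HPRT-knockdown ESD3 cells at the ES, SNM and neuronal stages. The authors' table gives for each probe and array the signal intensity, the average over beads that Illumina's software makes, with no background subtracted and no normalization, and the detection p-value. Each array's own detection p-values followed its signals more closely than those of any other array on all 18 arrays, and no arrays held identical values. Conditions were read from the sample labels. A second deposited table supplied only the annotation of the probes: the authors name its 72 columns of per-sample values by chip and position, which neither the labels nor the paper pair with samples. The RNA-Seq experiment and the gene ontology, Panther and KEGG terms were not analysed here.

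Of 45281 probes, all carried a gene symbol (30869 distinct symbols) and 36692 a RefSeq accession, of which 27655 were matched to a reference table of current symbols; for 4785 of these the current symbol differed. Symbols are given as the array lists them. The names Hprt, Hdac1 and Tgoln2 are on no probe as symbols, and Hprt was followed as Hprt1. Of a gene's position, only the chromosome is given.

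Signals were corrected and normalized with neqc of limma 3.58.1 in R 4.3.3, which estimated the background from the detection p-values, added an offset of 16, quantile-normalized the arrays and took log2. A single limma model with the 6 conditions was fitted to all arrays with lmFit, contrasts.fit and eBayes. It gave the comparisons of knockdown and control cells at each stage, of the stages within each cell type, and of the knockdown effect between stages. A probe was tested where it was detected at a p-value under 0.05 on all 3 arrays of at least 1 condition compared; 23172 probes were so detected in at least 1 condition. It was called at a Benjamini-Hochberg adjusted p-value under 0.05 and a change of at least 1.5-fold. Every test is two-sided. The 3 arrays of a condition share 1 RNA pool, so a called probe differs between RNA pools. The array numbers come from the sample titles. At the SNM stage, knockdown and control arrays of equal number varied together, with correlations across probes of 0.49, 0.11 and 0.49 between their deviations from the means of their conditions, and the number as a block was run as an alternative. Where a probe was not detected on all 3 arrays of one condition, its fold change is given as a lower bound, against the lowest signal detected on each array of that condition or the probe's own signal where that was higher. For counts of other splits, the arrays were divided in every way into groups of the same sizes (10 splits of 3 against 3 arrays) or, for differences of the knockdown effect, in 100 drawn ways (seed 20131009).

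The following choices were made before the data were examined: the normalization, model, thresholds and alternatives, the rule for the genes named, and 24 gene lists. The genes named are Hprt first, every gene the paper names in its text, tables and Figs. 3, 6 and 7 with a probe on the array, for each stage the 5 largest rises and the 5 largest falls among called probes with a symbol whose knockdown and control arrays do not overlap, and genes of the lists. Some of these genes are not reported here. A gene with several probes is represented by the brightest over all arrays, and disagreement of its other probes is stated. The lists cover pluripotency, neuron, synaptic and clathrin-coated vesicle, oligodendrocyte and myelin, astrocyte and radial glia, dopaminergic, proliferation, lysosome, fibroblast and mesenchyme, endoderm, neural crest and Schwann cell, microglia and macrophage, Notch, hedgehog and HDAC genes, gamma-secretase and amyloid processing, huntingtin and partners, plasminogen activation, G-protein coupled receptors and subunits, calcium signalling, purine metabolism, the genes the paper names, and the genes of Fig. 7 for WT and for knockdown cells. They hold between 16 and 120 genes, and many genes stand on more than 1 list: 28 of the 38 genes the paper names, 12 of 34 Notch genes and 9 of 33 neuron genes, for example. Lists of 45 skeletal muscle genes, 11 genes of heart muscle only, 29 genes of the ventral forebrain and hypothalamus and 29 of the midbrain and hindbrain were added after the values were seen. For each list the median log2 fold change of the tested genes is given with its SD over arrays and its percentile among 10000 random lists matched on signal in 20 bins; genes of a list are not independent, and no p-value across them is given. For the comparisons of knockdown and control cells, the medians with genes below background at their bound moved by more than 0.1 for 2 lists at the ES stage, 2 at the SNM stage and 4 at the neuronal stage.

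The alternatives were quantile normalization without background correction, scaling to the 75th percentile without background correction, no scaling, a background offset of 1, the replicate number as a block, each array left out in turn, only the 6 arrays of a comparison, no detection filter, a detection p-value under 0.01, the signal and variation filters of the methods (above the 20th percentile and a coefficient of variation under 50%), the methods' t-test with and without adjustment and paired by number, the fold change alone with the arrays of a pool averaged, a 2-fold minimum, and distinct symbols in place of probes. For genes and lists they also included other probes or the mean over probes, list members without a detection filter, and random lists not matched on signal. The paper's methods state that raw data were normalized and that paired and unpaired t-tests were used; the paper's text does not name the normalization.

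The procedure from the fit onward was tested on simulated arrays with the fitted mean and spread of each probe, where 200 probes were changed by known amounts. At the ES, SNM and neuronal stages it called 95%, 91.5% and 94% of them, none in the wrong direction, and 97.3% of those changed at least 2-fold; 4, 4 and 10 unchanged probes were called. Of 200 lists without a change, 13, 14 and 7 lay outside the central 95% of random lists, and a list moved by 0.5 lay at percentile 100. The simulated noise was independent between probes and between arrays and was added to normalized values. Background correction, normalization and variation shared by arrays were thus not tested. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.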

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

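The tests of technical explanations, the counts over other splits of the arrays, and the lists of skeletal muscle, ventral forebrain, and midbrain and hindbrain genes were chosen only after the results were seen, while the tests of the difference between stages and the other lists were planned.

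The effect of HPRT knockdown differed between stages, by the limma test of the difference itself, for 6331 probes between the SNM and neuronal stages, 4721 between the ES and SNM stages and 6001 between the ES and neuronal stages. Fitted to the 12 arrays of the 2 stages alone, the real grouping gave 6307, 4663 and 5977 calls, and of 100 splits of these arrays drawn for each comparison, 2 gave as many, the real one included. The other one exchanged all control and knockdown labels at 1 stage, which turns the difference of the effects into their sum. It gave more calls than the real grouping (9056, 4709 and 6322). The split counts thus argue against chance in the division of the arrays for these differences. They do not exclude chance, since splits that mix RNA pools also widen the spread within groups. Splits of 3 against 3 arrays were run for knockdown against control cells at each stage and for stage changes within a cell type. In each of these comparisons, only 1 of the 10 splits, the real one, gave as many calls. With 10 splits this share cannot fall below 0.1, so it cannot exclude chance by itself. The real split called from 241 probes (knockdown against control, ES stage) to 13456 (neuronal against ES stage, knockdown cells). Every other split called 0 probes. These counts argue against chance in the division of the arrays, and leave differences between RNA pools open. Of the 3 other splits at the SNM stage that part all arrays of equal number, 0 gave as many calls by limma. Each condition holds 1 RNA pool. A difference between pools that the knockdown did not cause therefore cannot be told apart from an effect of the knockdown, here and in the patterns that follow, because no condition was measured from a second pool.

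Oligodendrocyte and neuron genes stood out because their response to knockdown turned around between the SNM and neuronal stages. The median difference of the knockdown effect was 3.64 for the oligodendrocyte and myelin list and -1.39 for the neuron list. Normalization does not account for either: over the 4 other normalizations the median nearest to 0 was 2.68 for the oligodendrocyte list (spread over arrays 0.18) and -1.15 for the neuron list (spread 0.31). An exchange of control and knockdown arrays at the SNM stage is excluded by Hprt1, whose lowest control array lay 1.63 above its highest knockdown array on the log2 scale. A lower share of muscle and mesenchyme cells in the knockdown cultures would raise the genes of every other cell type alike, but the neuron list stayed lower at the neuronal stage, with a median nearest to 0 of -0.77 over the normalizations. Dilution by the added oligodendrocyte transcripts would lower every other cell type alike. The effect on the astrocyte list fell between the stages too (median -0.24, with 13 of 34 genes falling and 5 rising), but by less than that on the neuron list, by at least 0.996 under every normalization run (spread over arrays 0.366), which argues against dilution as the whole cause; a part of the fall may still come from it. A biological response of the neural cell types to HPRT deficiency, which the design names, may explain the pattern, as a hypothesis found and examined on the same arrays. It stays untested beside the difference between pools.

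For Hprt1 itself the knockdown effect was smaller at the SNM stage, by 2.33 on the log2 scale than at the ES stage (adjusted p = 2.17e-10 from limma, n = 3 arrays of one RNA pool per condition), and it was larger again at the neuronal stage (log2 difference from the SNM stage -2.69, adjusted p = 7.21e-12 from limma). A fault of one probe is excluded, since the smallest difference between the SNM and ES stages over its 3 probes was 2.13. Control SNM cells or RNA mixed into the knockdown SNM pool would have to make up 20.8% to 24.9% of it to give the Hprt1 signal. Of the 1849 probes called lower in knockdown SNM cells, 21 probes of 20 genes, En2, Mmp3 and Crabp2 among them, lay on every knockdown array below the share that such mixing would leave, which argues against it. Silencing of the shRNA vector in part of the cells, a weaker action of the shRNA at this stage and other biological differences of the SNM stage remain open and were not tested.

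Genes of skeletal muscle, which the paper does not discuss, were lower in knockdown cells at the neuronal stage, with a median log2 fold change of -5.88 over 42 genes (-5.69 with genes below background at their bound), of which 41 were called. The list holds 45 genes, of which 1 is on another list. In control cells these genes rose from the SNM to the neuronal stage by a median of 4.93, and in knockdown cells they fell by 1.67. Acta1 reached a log2 signal of 14.39 in control neuronal-stage cells. Normalization is excluded, with a median nearest to 0 of -4.60 over the normalizations (spread over arrays 0.08). An exchange of control and knockdown arrays at the neuronal stage is excluded as well, since the lowest control array for Hprt1 lay 4.39 above the highest knockdown array. Muscle cells in the control cultures that the knockdown cultures lack would raise the whole program: apart from the 4 genes among the largest changes, 37 of 38 genes were called both higher in control neuronal-stage than in control SNM cells and lower in knockdown neuronal-stage cells. Muscle differentiation in the control cultures is thus a candidate explanation. Muscle RNA from outside the cultures cannot be told apart from it, because 25 of the list's genes were already detected on all control SNM arrays (33 on all knockdown SNM arrays), but at far lower signals. Whether HPRT deficiency prevents this differentiation was not tested.

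Genes of regional identity, outside those the paper discusses, moved in opposite directions at the SNM stage. The ventral forebrain and hypothalamus list had a median of 1.02 (0.66 with genes below background at their bound), with 11 of 17 genes called higher and 2 lower. The midbrain and hindbrain list had a median of -0.98, with 11 of 20 genes called lower and 1, Lmx1a, higher. The median nearest to 0 over the normalizations was 0.50 for the forebrain list (spread over arrays 0.12) and -0.54 for the midbrain list (spread 0.09), so normalization is excluded. A shift of the SNM cells toward ventral forebrain identity may lie behind it, as a hypothesis. At the neuronal stage the medians were 0.72 for the forebrain list and -0.46 for the midbrain list.

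Pluripotency genes, which the paper measured by qPCR and not on the arrays, were lower in knockdown cells at the neuronal stage, with a median of -1.43 over 17 genes, of which 14 were called lower and 1, Sox2, higher. Normalization is excluded, with a median nearest to 0 of -0.92 (spread over arrays 0.21). If fewer undifferentiated cells were left in the knockdown cultures, the genes would keep a like share of their ES-stage signal. In control neuronal-stage cells the median share was 13.2%, and 14 of 17 genes lay within 2-fold of it. In knockdown cells the median share was 3.91%, and 13 of 17 genes lay within 2-fold of it. Sox2 kept 34.9% of its ES-stage signal in control and 94.3% in knockdown cells. A smaller number of undifferentiated cells in the knockdown cultures is thus a candidate explanation, which leaves open whether HPRT deficiency or another difference between the pools caused it.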

How the results depend on the processing

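The medians with list members below background at their bound and those without skeletal muscle genes were chosen only after the results were seen; every other alternative was planned. With 1 array left out, 179 counts of called probes stayed within 1.5 times the main count and 1 did not. Under the other alternatives 239 counts stayed within it and 61 did not. For single genes, 2726 calls were the same with 1 array left out, 23 were gained and 35 lost; under the other alternatives 2921 were the same, 23 were gained, 120 lost and 3 reversed. List medians moved by less than the SD over arrays in 901 cases with 1 array left out and in 843 under other alternatives; they moved by more in 29 and 331 cases. Except where stated, the cause of a change was not tested.

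Quantile normalization without background correction gave fewer calls: 12 higher and 45 lower at the ES stage, 1379 and 947 at the SNM stage, and 1854 and 1836 at the neuronal stage. From the SNM to the neuronal stage it gave 1952 rises and 1829 falls in control cells and 1867 and 1953 in knockdown cells. The difference of the knockdown effect rose for 1792 probes between the SNM and neuronal stages, rose for 1535 and fell for 1029 between the ES and SNM stages, and rose for 1966 and fell for 1861 between the ES and neuronal stages. Scaling to the 75th percentile gave 14 higher and 42 lower at the ES stage, 1241 and 1211 at the SNM stage, and 1821 lower at the neuronal stage. In control cells it gave 3004 rises from the ES to the SNM stage, 3847 from the ES to the neuronal stage and 1863 from the SNM to the neuronal stage. In knockdown cells it gave 3612 rises from the ES to the SNM stage and 1886 falls from the SNM to the neuronal stage. The difference of the knockdown effect fell for 2115 probes between the SNM and neuronal stages, rose for 1481 between the ES and SNM stages and fell for 1868 between the ES and neuronal stages. Without scaling there were 20 higher and 28 lower at the ES stage, 1384 and 1016 at the SNM stage, and 1773 higher at the neuronal stage. In control cells this gave 2074 falls from the ES to the SNM stage, 3737 falls from the ES to the neuronal stage, and 1972 rises and 1965 falls from the SNM to the neuronal stage. In knockdown cells it gave 3504, 4644 and, as rises, 1745 for the same changes. The difference of the knockdown effect rose for 1700, 1439 and 1678 probes between the SNM and neuronal, the ES and SNM, and the ES and neuronal stages. A background offset of 1 gave 171 probes higher at the ES stage, and the methods' t-test with Benjamini-Hochberg adjustment 19 higher and 59 lower.

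A 2-fold minimum, which by construction calls fewer probes, gave 6 higher and 19 lower at the ES stage, 898 and 369 at the SNM stage, and 1275 and 1361 at the neuronal stage. In control cells it gave 3060 rises and 2599 falls from the ES to the SNM stage, 4345 falls from the ES to the neuronal stage, and 1506 rises and 979 falls from the SNM to the neuronal stage. In knockdown cells it gave 3744 and 4674 falls from the ES stage to the SNM and neuronal stages, and 1333 rises and 1316 falls from the SNM to the neuronal stage. With each array left out in turn, the probes higher at the ES stage numbered from 108 to 149, the latter without control ES replicate 2.

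Nearly all probes called without background correction were also called in the main analysis, in the same direction. With quantile normalization these were 56 of 57 at the ES stage, 2308 of 2326 at the SNM stage and 3683 of 3690 at the neuronal stage. The reverse did not hold: only 56 of the 310 main calls at the ES stage, 2308 of 4127 at the SNM stage and 3683 of 5732 at the neuronal stage were kept. No probe was called in the opposite direction by limma at any stage under the 3 normalizations without background correction, the offset of 1 or the replicate block. The share of calls that were higher at the ES stage was 30.6% in the main analysis and 21.1%, 25% and 41.7% with quantile normalization, scaling to the 75th percentile and no scaling. The median change of all probes tested between knockdown and control cells stayed at or under 0.053 in size under every normalization. Between stages it was -0.13 from the ES to the neuronal stage in control cells and became -0.24 with scaling to the 75th percentile and 0.056 without scaling.

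The median of the neuron list at the SNM stage was 0.31 with quantile normalization, 0.34 with scaling to the 75th percentile, 0.38 without scaling and 0.66 with an offset of 1, and from 0.37 to 0.62 with each array left out. That of the synaptic list was 0.30, 0.28, 0.32 and 0.71 under the same alternatives, 0.25 without a detection filter, 0.43 with the mean over probes and 0.42 with genes at their bound. That of the astrocyte list was 0.81, 0.78 and 0.81 without background correction and 0.84 with the mean over probes, and that of the oligodendrocyte list was -0.45 with an offset of 1. At the neuronal stage the oligodendrocyte list had medians of 2.81, 2.68 and 2.65 without background correction, 4.54 with an offset of 1, 2.76 without a detection filter and 2.83 with the mean over probes. All these medians kept their sign. The medians that reversed were those of the receptor list at the ES stage, 0.014 without scaling, and of the plasminogen list at the neuronal stage, -0.016 without a detection filter. Mapt reversed at the neuronal stage, with a log2 fold change of 0.85 for its other probes and 0.20 for the mean over probes, and Aph1a at the SNM stage, with 0.65 for its other probes. Random lists not matched on signal placed 1 list, midbrain and hindbrain genes at the ES stage, on the other side of the central 95%.

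Knockdown and control arrays of equal number varied together in all 3 pairs at the SNM stage, but not in all at the other stages: the correlation of their deviations was -0.094, 0.025 and 0.096 at the ES stage and 0.61, 0.094 and 0.32 at the neuronal stage. With the number as a block, the counts were 98 higher and 222 lower at the ES stage, 2288 and 1935 at the SNM stage, and 2931 and 2843 at the neuronal stage, and the 310, 4127 and 5732 probes of the main analysis were among them. Of the genes named, the block added the calls of Tgfb2 at the SNM stage (log2 fold change 0.74) and Gnai1 at the neuronal stage (0.72), and changed no other call. The signals of the other deposited table and gene ontology terms were planned as alternatives and not run, because its values are not paired with samples here and the annotation carries no terms. Signal over background limits what the arrays can show: of 45281 probes, 23172 were detected on all 3 arrays of at least 1 condition, and changes in genes such as Th and Slc6a3, which lay at or near background, could not be measured.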

Differences from the paper's values

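All alternatives named here were planned, and no test was chosen only after the values were seen. For the numbers of differentially expressed genes, the paper's values are those of Table 1, and the values set beside them are counts of probes. At the ES stage the paper's 13 genes higher, 60 lower and 73 in total stand against 95, 215 and 310. At the SNM stage the paper's 1318 higher, 710 lower and 2028 in total stand against 2278, 1849 and 4127. At the neuronal stage the paper's 1485 higher, 1653 lower and 3138 in total stand against 2908, 2824 and 5732. Of the alternatives set before the data were examined, quantile normalization without background correction brings all 9 counts within 1.5 times the paper's, with 12, 45 and 57 at the ES stage, 1379, 947 and 2326 at the SNM stage, and 1854, 1836 and 3690 at the neuronal stage. Scaling to the 75th percentile brings all within it except the probes lower at the SNM stage, which number 1211. Without scaling, the counts at the SNM and neuronal stages fall within it and those at the ES stage do not. The methods' t-test with Benjamini-Hochberg adjustment brings the ES counts within it (19 higher, 59 lower and 78 in total) and not those of the other stages. A 2-fold minimum does so for the probes higher at the SNM stage (898) and for the neuronal stage (1275 higher, 1361 lower and 2636 in total). Counting distinct gene symbols does so for those higher at the SNM stage (1861), lower at the neuronal stage (2236) and the neuronal total (4503). A background offset of 1, the replicate block, each array left out, only the 6 arrays of a comparison, no detection filter, a detection p-value under 0.01, the methods' signal and variation filters, the methods' t-test without adjustment, the methods' paired t-test and the fold change alone leave all 9 counts outside it.

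The paper reports very low HPRT expression in knockdown cells throughout differentiation, without showing the data. On the arrays, Hprt1 was 70.5% lower than in control cells at the SNM stage. The paper's qPCR shows Sox2 rising in knockdown cells at the SNM stage and further at the neuronal stage, while on the arrays its log2 signal in knockdown cells was 10.79 at the ES, 10.55 at the SNM and 10.70 at the neuronal stage. By qPCR the paper finds β-III tubulin markedly higher in WT cells at the neuronal stage; the Tubb3 probe stayed near background there, with a log2 signal of 5.06 in control cells, and was at least 1.24-fold lower in knockdown cells (adjusted p = 0.00504 from limma), short of 1.5-fold. With a background offset of 1, Tubb3 was called lower in knockdown cells at the neuronal stage (log2 fold change -1.11). For the myelination, dopaminergic, GPCR and Huntington's disease terms that follow, the paper tested whole terms, which were not analysed here. Values of gene lists are set beside them, and the genes of a list need not be those of the term. The paper finds no differential expression in the myelination-related pathways at the ES stage, where Notch4 (log2 fold change 0.86) and Psen2 (0.71) of the Notch list were called. Psen2 was not called under quantile normalization without background correction, scaling to the 75th percentile or no scaling. The paper reports that dopaminergic functions were up-regulated less in knockdown than in WT cells, from array data in its text and under a heading for SNM day 14 in Table 5. From the ES to the neuronal stage the median of the dopaminergic list, over 14 of its 28 genes, was 1.95 in knockdown and 0.93 in control cells. From the SNM to the neuronal stage it was -0.29 in knockdown cells over 15 genes (mean 0.02). In control cells it was -0.16 over 13 genes (mean -0.27, SD of the median over arrays 0.29). Th, Slc6a3 and the receptor gene Drd2 lay at or near background and were not tested, so these medians do not cover them. Between the SNM and neuronal stages the knockdown effect on 15 dopaminergic genes rose for 4 and fell for 3 in the limma test of the difference (median 0.07). The paper reports few GPCR-related functions changed at the SNM stage and many at the neuronal stage; of the receptor list, 23 genes were called higher and 3 lower at the SNM stage, and 19 higher and 19 lower at the neuronal stage. For Huntington's disease, the paper lists a changed pathway at the ES stage, where limma called none of the 18 huntingtin genes tested and 4 had an unadjusted p-value under 0.05. From RNA-Seq, the paper describes CXCL12 as expressed in knockdown cells and CXCR4 as over-expressed in WT cells. Cxcl12 was called lower in knockdown cells at the neuronal stage (log2 fold change -0.78) after a rise of 1.63 at the SNM stage, and Cxcr4 was not called (-0.39 at the SNM and -0.14 at the neuronal stage). The paper reports TGFB2 expressed in knockdown cells from RNA-Seq. Tgfb2 was not called at the SNM stage (log2 fold change 0.74, adjusted p = 0.0598 from limma), but it was called under quantile normalization without background correction, scaling to the 75th percentile, no scaling and the replicate block, and without knockdown SNM replicate 1 (0.94) or control SNM replicate 3 (1.04).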

Other observations

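The test of the ES-stage mesenchyme genes was chosen only after the results were seen. So were the lists of skeletal muscle, heart muscle, ventral forebrain, and midbrain and hindbrain genes. The other lists and comparisons were planned.

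In WT control cells the log2 signal of Hprt1 fell by 0.84 from the ES to the SNM stage and by 0.99 from the ES to the neuronal stage. The log2 signal of Pou5f1, the gene of OCT-4, was 12.31, 9.95 and 9.24 in control and 12.34, 9.85 and 7.32 in knockdown cells at the ES, SNM and neuronal stages. Nanog was 12.68, 10.59 and 10.35 in control and 12.55, 9.81 and 8.43 in knockdown cells. Sox2 was 11.07, 10.21 and 9.57 in control cells. The pluripotency list had a median log2 fold change between knockdown and control cells of 0.02 at the ES stage, where its mean was -0.0131 and 1 gene was called lower. At the SNM stage its median was -0.63, with 9 of 17 genes called lower.

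Fibroblast and mesenchyme genes were lower in knockdown cells at the ES stage, with a median of -0.32 over 24 genes (SD over arrays 0.10, percentile 0), of which 7 were called lower. ES cells were grown on mouse embryo fibroblasts, and fewer of these feeder cells in the knockdown RNA would lower all their abundant transcripts. In the list, 6 genes were not lower. Col1a1 and Col1a2, among the most abundant genes of fibroblasts, lay near background in both cell types, with log2 signals of 4.58 and 4.55 for Col1a1 and 4.72 and 4.92 for Col1a2 in control and knockdown ES cells. Fewer feeder cells cannot be told apart from a change in the ES cells themselves, because the signals of these genes are too near background. At the SNM stage the list had a median of 0.19, with 10 of 34 genes called higher and 1 lower, and at the neuronal stage one of -0.68, with 18 of 35 called lower and 4 higher.

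Proliferation genes had medians of -0.06 at the ES stage, -0.82 at the SNM stage and -0.91 at the neuronal stage, with 26 of 35 called lower at the SNM stage (27 adjusted over the list alone) and 28 of 35 at the neuronal stage. At the ES stage limma called none of the 35, and 10 had an unadjusted p-value under 0.05. Lysosome genes had medians of 0.06, 0.44 and 0.57, with 1 called lower at the ES stage, 11 of 41 higher and 1 lower at the SNM stage, and 20 of 42 higher at the neuronal stage. For the list of genes that Fig. 7 shows for WT cells, the medians were -0.07, -0.64 and -0.58, with 9 of 17 called lower and 1 higher at the SNM stage and 7 of 14 lower at the neuronal stage. The genes of Fig. 7 for knockdown cells had medians of -0.03, 0.49 and 0.68 (0.57 with genes below background at their bound at the neuronal stage). Of these, 7 of 20 were called higher at the SNM stage (8 adjusted over the list alone) and 10 of 21 at the neuronal stage. The genes the paper names had medians of -0.04, -0.11 and -0.13, while the means at the SNM and neuronal stages were 0.10 and 0.40; 5 of 26 were called higher and 5 lower at the SNM stage (6 and 5 adjusted over the list alone), and 8 higher and 5 lower at the neuronal stage. Purine metabolism genes had medians of -0.10, -0.47 and -0.14, with 1, Hprt1, called lower at the ES stage, 7 of 24 lower and 1 higher at the SNM stage, and 7 of 25 lower and 3 higher at the neuronal stage.

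Endoderm genes had medians of -0.25, 0.52 and 0.63, with 9 of 15 called higher at the neuronal stage. Neural crest and Schwann cell genes, of which 12 of 20 are on another list, had medians of -0.38 (-0.26 with genes below background at their bound), -0.33 and 0.82, with 5 of 13 called lower and 2 higher at the SNM stage and 7 of 12 higher and 2 lower at the neuronal stage. Of 20 microglia and macrophage genes, 4, 4 and 5 could be tested at the ES, SNM and neuronal stages, with medians of -0.11, -0.04 and 0.27 (0.11 with genes below background at their bound at the neuronal stage). Skeletal muscle genes had medians of -0.01 at the ES stage, with 4 of 22 called lower, and 0.73 at the SNM stage, with 23 of 33 called higher. For the 11 genes of heart muscle only, 4 were tested, with medians of 0.57 at the SNM stage and -0.80 (-0.66 with genes below background at their bound) at the neuronal stage. The ventral forebrain list had a median of 0.02 and a mean of -0.00906 at the ES stage, where 4 genes were tested, and the midbrain and hindbrain list one of -0.10 over 14 genes. The gamma-secretase list had a median of 0.31 at the SNM stage, with 4 of 18 genes called higher, the huntingtin list one of -0.16, with 2 of 25 called higher and 1 lower, and the plasminogen list one of -0.05, with 1 of 8 called higher and 1 lower. At the ES stage, the neuron, synaptic, oligodendrocyte, astrocyte and dopaminergic lists had medians of -0.04, -0.02, -0.14, -0.04 and -0.11. The dopaminergic list had a median of 0.32 at the SNM stage, with 7 of 15 genes called higher and 3 lower.

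Of genes the paper describes from RNA-Seq, Dtx4 and Maml2 had log2 fold changes of -0.71 and 0.82 at the SNM stage and Tgfb3 one of 1.04; at the neuronal stage these were -0.40, -0.21 and -0.34, all short of 1.5-fold. Tgfbr1 was called lower at the neuronal stage (log2 fold change -0.60), but not under any of the 3 normalizations without background correction, nor without knockdown replicate 1 (-0.55) or control replicate 2 (-0.55) of that stage, and a second probe changed by -0.52. Mapk3 had log2 fold changes of 0.23 at the SNM stage and 1.31 at the neuronal stage. Jag2, Notch2, Lfng, Ptpn7, Grin2a and Grin3a gave signals at or near background. Ctnnb1 and Gapdh, a gene in common use as a control, had log2 fold changes of 0.14 and -0.32 at the neuronal stage and were not called; the sign for Gapdh was the same under every normalization run.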
